# Cytoplasmic Location of α1A Voltage-Gated Calcium Channel C-Terminal Fragment (Ca_v_2.1-CTF) Aggregate Is Sufficient to Cause Cell Death

**DOI:** 10.1371/journal.pone.0050121

**Published:** 2013-03-07

**Authors:** Makoto Takahashi, Masato Obayashi, Taro Ishiguro, Nozomu Sato, Yusuke Niimi, Kokoro Ozaki, Kaoru Mogushi, Yasen Mahmut, Hiroshi Tanaka, Fuminori Tsuruta, Ricardo Dolmetsch, Mitsunori Yamada, Hitoshi Takahashi, Takeo Kato, Osamu Mori, Yoshinobu Eishi, Hidehiro Mizusawa, Kinya Ishikawa

## Abstract

The human α_1A_ voltage-dependent calcium channel (Ca_v_2.1) is a pore-forming essential subunit embedded in the plasma membrane. Its cytoplasmic carboxyl(C)-tail contains a small poly-glutamine (Q) tract, whose length is normally 4∼19 Q, but when expanded up to 20∼33Q, the tract causes an autosomal-dominant neurodegenerative disorder, spinocerebellar ataxia type 6 (SCA6). A recent study has shown that a 75-kDa C-terminal fragment (CTF) containing the polyQ tract remains soluble in normal brains, but becomes insoluble mainly in the cytoplasm with additional localization to the nuclei of human SCA6 Purkinje cells. However, the mechanism by which the CTF aggregation leads to neurodegeneration is completely elusive, particularly whether the CTF exerts more toxicity in the nucleus or in the cytoplasm. We tagged recombinant (r)CTF with either nuclear-localization or nuclear-export signal, created doxycyclin-inducible rat pheochromocytoma (PC12) cell lines, and found that the CTF is more toxic in the cytoplasm than in the nucleus, the observations being more obvious with Q28 (disease range) than with Q13 (normal-length). Surprisingly, the CTF aggregates co-localized both with cAMP response element-binding protein (CREB) and phosphorylated-CREB (p-CREB) in the cytoplasm, and Western blot analysis showed that the quantity of CREB and p-CREB were both decreased in the nucleus when the rCTF formed aggregates in the cytoplasm. In human brains, polyQ aggregates also co-localized with CREB in the cytoplasm of SCA6 Purkinje cells, but not in other conditions. Collectively, the cytoplasmic Ca_v_2.1-CTF aggregates are sufficient to cause cell death, and one of the pathogenic mechanisms may be abnormal CREB trafficking in the cytoplasm and reduced CREB and p-CREB levels in the nuclei.

## Introduction

Polyglutamine (polyQ) disease is a group of nine neurodegenerative disorders that are associated with protein aggregation caused by an expansion of the polyQ tract. These disorders include Huntington's disease (HD), spinobulbar muscular atrophy (SBMA), dentatorubral-pallidoluysian atrophy (DRPLA) and spinocerebellar ataxia (SCA) types 1, 2, 3, 6, 7, and 17 (SCA3 is also known as Machado–Joseph disease (MJD)) [1], [2]. In general, the length of the polyQ tract encoded by trinucleotide (CAG) repeat is below 35 in normal individuals. In these diseases, however, the CAG repeat is expanded above 35 to even more than 100, which gives rise to a mutated protein with an expanded polyQ tract that tends to adopt a β-sheet structure, become misfolded, and form oligomers of mutated protein eventually forming microscopic aggregates.

The polyQ expansion causing SCA6 exists in the cytoplasmic carboxyl(C)-tail of the α_1A_ (P/Q-type) voltage-dependent calcium channel protein (Ca_v_2.1) [3]. The cardinal clinical feature of SCA6 is progressive cerebellar ataxia with an average age-of-onset at 45.5 years and gaze-evoked nystagmus [4], [5]. The Purkinje cell of the cerebellar cortex, which expresses Ca_v_2.1 most abundantly in the brain, undergoes degeneration [5], [6]. Previous studies have shown that the polyQ expansion in Ca_v_2.1 causes functional alterations of Ca_v_2.1 [7]–[10]. However, such functional alterations are not considered critical for SCA6 pathogenesis, as Ca_v_2.1 functions were not obviously altered in two independent studies on knock-in mice [11], [12]. Probably more important for the pathogenesis of SCA6 is the formation of microscopic aggregation of Ca_v_2.1, which has been demonstrated in SCA6 human Purkinje cells by using several antibodies against the Ca_v_2.1 C-terminus [6], [13]. SCA6 has several unique features that make it appear as a different disorder among the rest of other polyQ diseases. First, the length of the polyQ tract in the Ca_v_2.1 that is responsible for SCA6 falls within the normal range of repeats for other polyQ diseases (4–19 CAG/polyQs in the Ca_v_2.1 of normal individuals compared with 20–33 CAG/polyQs in SCA6 subjects) [14], [15]. Secondly, microscopic Ca_v_2.1 aggregates can be seen in the cytoplasm (i.e., the cell body or cell processes) of SCA6 Purkinje cells, whereas in other polyQ diseases, aggregates with expanded polyQ are prevalent in the nuclei rather than in the cytoplasm of neurons expressing the responsible proteins [16], [17]. These could indicate that SCA6 has a distinct underlying pathophysiology among polyQ diseases. Recently, a study by Western blot analysis showed that a 75-kDa Ca_v_2.1 C-terminal fragment (CTF), thought to be generated by a proteolytic cleavage of the full-length Ca_v_2.1, might have a critical role in SCA6 pathogenesis from the following reasons [18]. First, the CTF with a normal-length polyQ tract remains soluble and is localized exclusively in the cytosolic fraction of the normal human cerebellum. Second, the CTF becomes insoluble in the cytosolic fraction of SCA6 cerebellum. Third, a small amount of CTF is additionally detected in the nuclear fraction in the human SCA6 cerebellum, suggesting that the expansion of polyQ causes the CTF to translocate into the nucleus as well as to aggregate in the cytoplasm. These findings raise a fundamental question: where (i.e., the nucleus or the cytoplasm) does the CTF exert serious toxicity? In this context, two previous studies reported that a recombinant (r)CTF, when expressed in cultured cells, tends to localize into the nuclei and exert toxicity in the nucleus rather than in the cytoplasm [19], [20]. However, two other studies demonstrated completely opposite data that the rCTF predominantly locates in the cytoplasm where it exerts toxicity [18], [21]. We therefore investigated the relationship between the location of CTF and cell death by using newly created cultured cell models. In addition, we also pursued alterations in protein expression and intracellular localization of the cAMP response element-binding protein (CREB) suggested by the pathogenesis of other polyQ diseases. We finally asked whether the findings in cultured cells are relevant to the human SCA6 pathology. Here we show that the CTF with expanded polyQ is sufficient to cause toxicity in the cytoplasm.

## Results

### Nuclear localization signal (NLS) and nuclear export signal (NES) faithfully targeted the CTF to the desired intracellular locations

We first asked the primary location of the rCTF. We avoided using the enhanced green-fluorescent protein (EGFP), since a large proportion of the rCTF-polyQ (either Q13 or Q28) dramatically shifted into the nucleus with the presence of EGFP (Figure S1A, S1B, S1C). Instead, we utilized an artificial nuclear localization signal (NLS) and export signal (NES), to regulate the location of the rCTFs (Figure 1A). Two types of polyQ (Q13: normal, Q28: expanded) were used (Figure 1A). We fused the rCTFs with either NLS or NES, transfected each of these in PC12 cells, and then examined the intracellular distributions of these constructs. The rCTF-Q13, the normal version of CTF with an approximate size of 75–80 kDa [18], was predominantly, though not exclusively, expressed in the cytoplasm. In the presence of the NLS tag, the rCTF-Q13-NLS dramatically translocated to the nucleus, whereas the NES tag made the rCTF-Q13-NES anchor in the cytoplasm (Figure 1B). This result was confirmed in human embryonic kidney (HEK) 293T cells (Figure S2), and was consistent with the location of native CTF in human brain [18]. The expanded version of the CTF, rCTF-Q28 was also expressed mainly in the cytoplasm with some obvious amounts in the nucleus (Figure 1C). In contrast, the rCTF-Q28 tagged with NLS showed much stronger tendency to locate in the nuclei, while the rCTF-Q28 tagged with NES appeared to remain entirely in the cytoplasm, showing that both NLS and NES are efficient signals to make the rCTF confine in a desired location. When the intracellular locations of various rCTFs were rated into 4 groups (N: exclusively seen in the nucleus; N-c: predominantly located in the nucleus; n-C: predominantly located in the cytoplasm; C: exclusively seen in the cytoplasm)(*See,* *Materials and Methods* *for details*), the effects of NLS and NES were confirmed (Figure 1D). This allowed us to examine the roles of CTF in the nucleus and in the cytoplasm separately by using the NLS and NES.

**Figure 1:**
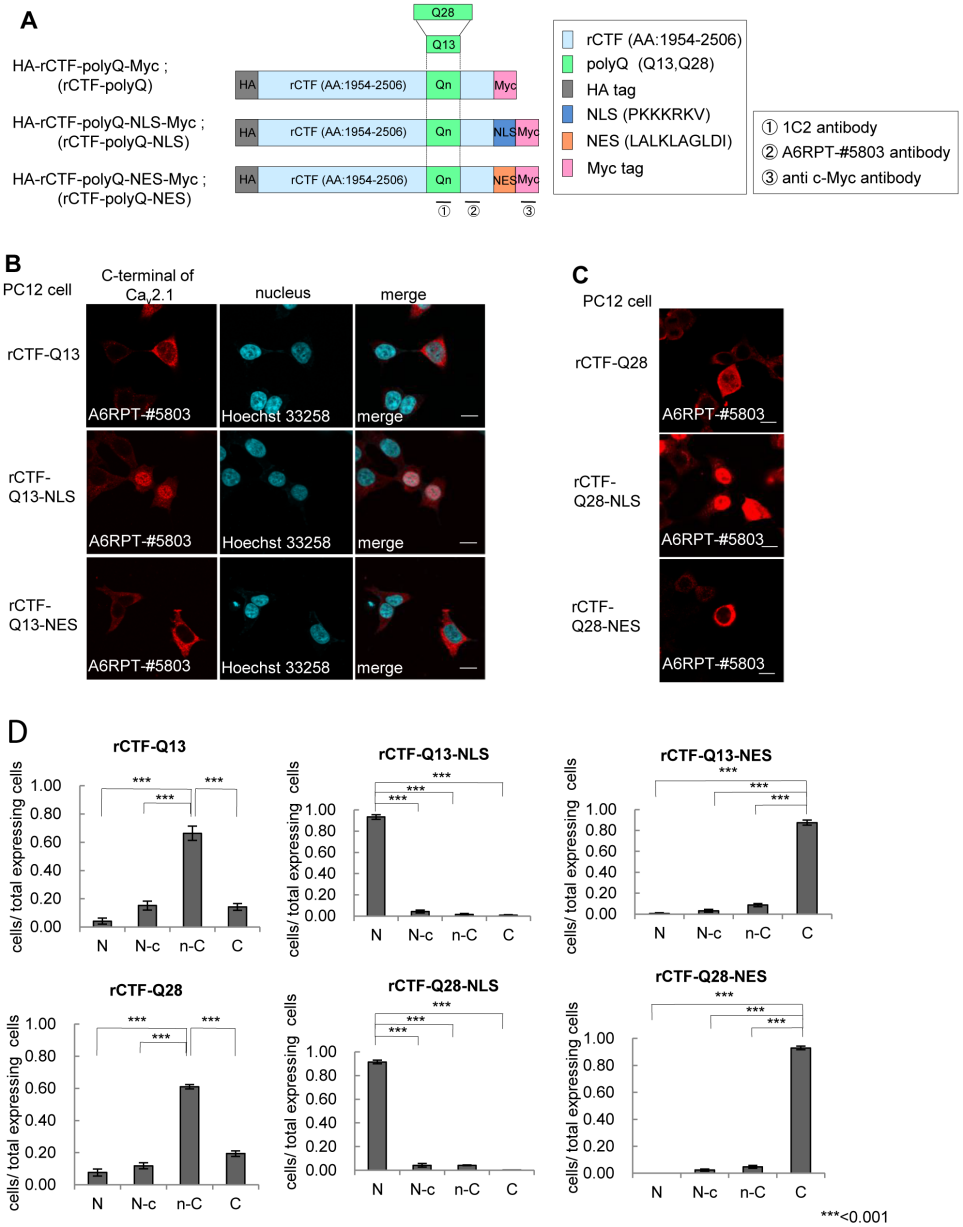
Localization signals efficiently change the intracellular location of CTF. (A) Recombinant Ca_v_2.1 C-terminal fragment (rCTF)s used in this study. Definition of rCTF (amino acid(AA) #1954–2506 in Ca_v_2.1 [GenBank AB035726] [18]), artificial nuclear localization or export signals (NLS or NES), two different polyglutamine (Qn) (Q13; Q28) and recognition sites of three different antibodies (1C2 against expanded polyQ, A6RPT-#5803 against Ca_v_2.1 CTF, c-Myc antibody against Myc-tag) are shown. (B) The rCTF-Q13 is predominantly expressed in the cytoplasm of PC12 cells. The NLS and NES efficiently localize the tagged rCTF to the designed location [A6RPT-#5803 antibody (red), Hoechst 33258 (blue)] (scale bar: 10 µm). (C) The NLS and NES efficiently shift rCTFs with expanded polyQ (Q28) into the nucleus and cytoplasm respectively (scale bars: 10 µm). (D) The proportion of the subcellular localization in each rCTF expressed. The rCTF-polyQ is predominantly, though not exclusively, expressed in the cytoplasm of PC12 cells. The localization signals change subcellular localization of rCTFs-polyQ effectively. (N; the cells expressing rCTF exclusively in the nucleus; N-c: the cells expressing rCTF predominantly in the nucleus than in the cytoplasm; n-C: the cells expressing rCTF predominantly in the cytoplasm than in the nucleus; C: the cells expressing rCTF exclusively in the cytoplasm) (For D: ***:p<0.001;ANOVA. Error bars indicate ± SEM.).

### rCTF-NES/-NLS stably expressed in PC12 cell lines with doxycyclin removal

To clarify the chronological sequence of the CTF expression, the formation of CTF aggregates and the point of cell death, we created PC12 cell lines that stably expressed the rCTF by removing the doxycyclin (Dox) (Tet-off PC12 system). In basal conditions when the Dox is kept added in culture medium, Tet-off PC12 cells do *not* express rCTF (termed “Dox(+)” condition). However, when the culture medium was replaced with the one lacking the Dox, cells began to express rCTFs (termed “Dox(−)” condition). 

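Gene expression in the Tet-off PC12 cells was measured at day 5 on Affymetrix rat gene arrays in 4 stable lines, which express rCTF-Q28-NES, rCTF-Q13-NES, rCTF-Q28-NLS or rCTF-Q13-NLS and are named here NES-Q28, NES-Q13, NLS-Q28 and NLS-Q13. Each line had 2 arrays in Dox(-) and 2 in Dox(+), 16 in all, and whether the replicates were separate cultures is not given in the sources used here. The authors summarized the arrays with RMA, which corrects the background, brings the arrays to a common distribution and gives 1 log2 value per probe set. The deposited log2 values of the 28826 probe sets ran from 2.67 to 14.12, with array medians of 7.72 to 7.82, and the number of arrays limits the precision. Dox(-) was compared with Dox(+) in each line with limma, with a mean for each line and Dox state, a spread shared by the 16 arrays and Benjamini-Hochberg adjustment over all probe sets. Casp4, which encodes an inflammatory caspase, was higher in Dox(-) of NES-Q13, at a log2 value of 5.75 ± 0.049 (SD, n = 2) against 4.81 ± 0.17 in Dox(+). Its log2 difference was 0.94 (standard error 0.092, adjusted p = 0.0101 from limma), and its values lay below the 20th percentile of every array, which ran from 5.90 to 6.03. With the replicate number as a block within each line, a fit chosen after seeing the data, its adjusted p was 0.202. Without moderated variances, 0 probe sets of NES-Q13 passed (smallest adjusted p = 0.126). The same held with the 4 arrays of the line alone (0.204) and with a floor at the 20th percentile (0.171). The Casp4 mean was also higher in Dox(-) of NES-Q28 (5.01 against 4.83), NLS-Q28 (4.91 against 4.73) and NLS-Q13 (4.94 against 4.86). No probe set passed limma's test in NES-Q28, NLS-Q28 or NLS-Q13, where 1098, 924 and 2784 had an unadjusted p under 0.05 and the fit without moderated variances also gave 0 calls. With the same block, 1 probe set without a gene name was lower in Dox(-) of NLS-Q13, at a log2 difference of -1.05 (standard error 0.073, adjusted p = 0.0282). Averaged over the 4 lines, 0 probe sets passed (2925 at an unadjusted p under 0.05, and 0 without moderated variances), and the smallest adjusted p was 0.0795, for Utp3. The block within each line gave 6 calls for this average, all higher in Dox(-): S100a5, which encodes a calcium-binding protein (0.65), Kcnt1, a potassium channel (0.47), Ass1, an enzyme of arginine synthesis (0.46), Crabp1, a retinoic acid binding protein (0.33), Padi3, an enzyme that converts arginine residues to citrulline (0.31), and a probe set without a gene name (0.57). Across the settings tried, the count for this average ran from 0 to 39, and other settings called genes in both directions: 2 higher and 3 lower with the replicate number as a block shared by the lines, Utp3 (-0.30) and Rlim, a ubiquitin ligase (-0.30), among the lower, 3 and 4 with the floor at the 20th percentile, 2 and 7 without the NLS-Q28 line, and 18 and 21 without the NLS-Q28 Dox(-) array numbered 1. Rat Cacna1a, the gene of the channel from which the CTF derives, had log2 values of 10.83 to 11.24 over the 16 arrays. Its mean log2 difference over the 4 lines was 0.034 (standard error 0.046, adjusted p = 0.840). The rCTF is the human sequence, and where the probes of this probe set lie is not given in the sources used here, so its value does not check the Dox labels. The NLS-Q28 arrays numbered 1 differed from those numbered 2 at 2909 probe sets, against 0 in each of the other 3 lines, where limma gave 3527, 4613 and 3034 probe sets at an unadjusted p under 0.05 in NES-Q28, NES-Q13 and NLS-Q13.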

Taking an advantage of the fact that the PC12 cells differentiate into cells with neuronal characteristics on exposure to the nerve-growth factor (NGF), we added the NGF and removed the Dox at the same day, which we designate “Day0”. We chose six stable PC12 cell clones (rCTF-Q13, rCTF-Q13-NLS, rCTF-Q13-NES, rCTF-Q28, rCTF-Q28-NLS, rCTF-Q28-NES), which had been confirmed to express equivalent rCTF levels by quantitative real-time reverse-transcription PCR (qRT-PCR) (*data shown upon request*). At the mRNA level, the quantitative RT-PCR showed that the rCTF mRNA level starts to be detected from Day3 (Figure 2A). At the protein level, Western analysis using the A6RPT-#5803 antibody against the C-terminus of Ca_v_2.1 [18] showed that the rCTF expression starts to be detected on the fourth day after Dox removal (“Day4”) and reaches abundant levels by Day6 (Figure 2B). The maximum protein expression level at Day6 was approximately 10% of that expressed in transiently over-expressed PC12 cells (*data shown upon request*).

**Figure 2:**
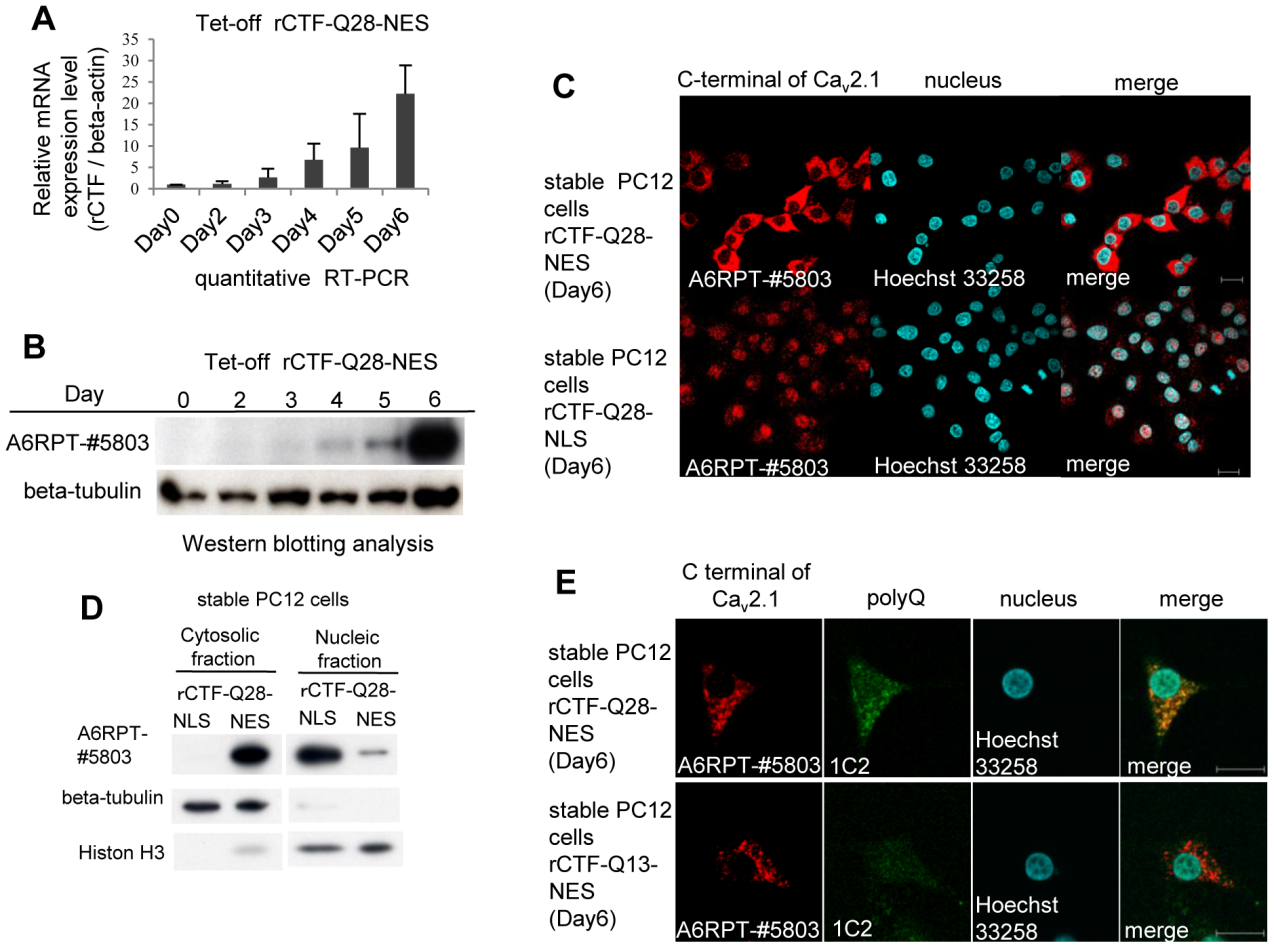
Characterization of inducible PC12 cells stably expressing rCTFs. Only the cell lines expressing rCTF-Q28-NES, rCTF-Q28-NLS and rCTF-Q13-NES are shown here (*Other cells are shown upon request*). (A) A timeline of rCTF expression in PC12 cells stably expressing rCTF-Q28-NES by quantitative real-time PCR (qRT-PCR). The rCTF mRNA level starts to be detected inDay3 and gradually increases with a time-dependent manner. The beta-actin expression level was used as an internal control. (B) A timeline of rCTF expression in PC12 cells stably expressing rCTF-Q28-NES by Western blot using the A6RPT-#5803 antibody. Protein expression starts to be detected on the fourth day after the Dox removal (“Day4”) and reaches abundant level in Day6. Anti beta-tubulin antibody was used as internal control. (C) Immunofluorescence cytochemistry in Day6 stable PC12 cell lines expressing rCTF-Q28-NES (upper row) and rCTF-Q28-NLS (lower row). The NES-tag faithfully anchored rCTF to the cytoplasm, whereas the NLS-tag efficiently directed rCTF to the nucleus. (D) Western blot analysis on protein extracts from stable cell lines expressing rCTF-Q28-NLS and rCTF-Q28-NES confirming efficient intracellular localizations (A6RPT-#5803: anti-Ca_v_2.1CTF, beta-tubulin: a cytoplasmic protein marker, Histone H3: a nuclear protein marker). (E) Immunofluorescence cytochemistry in Day6 stable PC12 cell lines expressing rCTF-Q28-NES (upper row) and rCTF-Q13-NES (lower row). In PC12 cells expressing rCTF-Q28-NES, cytoplasmic aggregates are detected by both A6RPT-#5803 and 1C2. In rCTF-Q13-NES cells, rCTF-aggregates are recognized by the anti-Ca_v_2.1 antibody A6RPT-#5803, but not by 1C2, a monoclonal antibody specific for expanded polyQ. (For C&E, scale bars: 10 µm).

The fluorescent immunocytochemistry revealed that in the stable PC12 cells expressing rCTF-Q28-NES, the recombinant protein was expressed mainly in the cytoplasm (Figure 2C, upper panels), whereas in stable PC12 cells expressing rCTF-Q28-NLS, the protein was confined to the nucleus (Figure 2C, lower panels). The restricted intracellular distribution by NES and NLS was also confirmed by Western blotting (Figure 2D).

We next searched the timeline of the formation of rCTF aggregates. In PC12 cells expressing rCTF-Q28-NES, the cytoplasmic rCTF aggregates visualized by using A6RPT-#5803 started to be detected on Day4 and become conspicuous on Day6 (Figure 2E). In stable rCTF-Q13-NES cells, the rCTF aggregates were observed only with A6RPT-#5803 but not with 1C2. Because no aggregates are detected by A6RPT-#5803 in normal human brains, the stable PC12 cells expressing rCTF-Q13-NES can be considered as an exaggerated cell model for normal CTF. On the other hand, those expressing rCTF-Q28-NES recapitulated SCA6 aggregates in human Purkinje cells, showing A6RPT-#5803 and 1C2 double-positive aggregates [18].

### Cytoplasmic expression of CTF triggered cell death with aggregate formation

We next asked whether the CTF is more toxic in the nucleus than in the cytoplasm, as in other polyQ diseases [2]. To address this question, we transiently over-expressed rCTF-polyQ-NLS or rCTF-polyQ-NES in HEK293T cells, and measured cell death by lactate dehydrogenase (LDH) assay at 72 hours after transfection. Surprisingly, we found that the rCTF-polyQ-NES showed stronger toxicity than the rCTF-polyQ-NLS, regardless of the polyQ lengths (Figure 3A). This is striking, as most proteins causing polyQ diseases show dramatic cell death when they are expressed in the nucleus.

**Figure 3:**
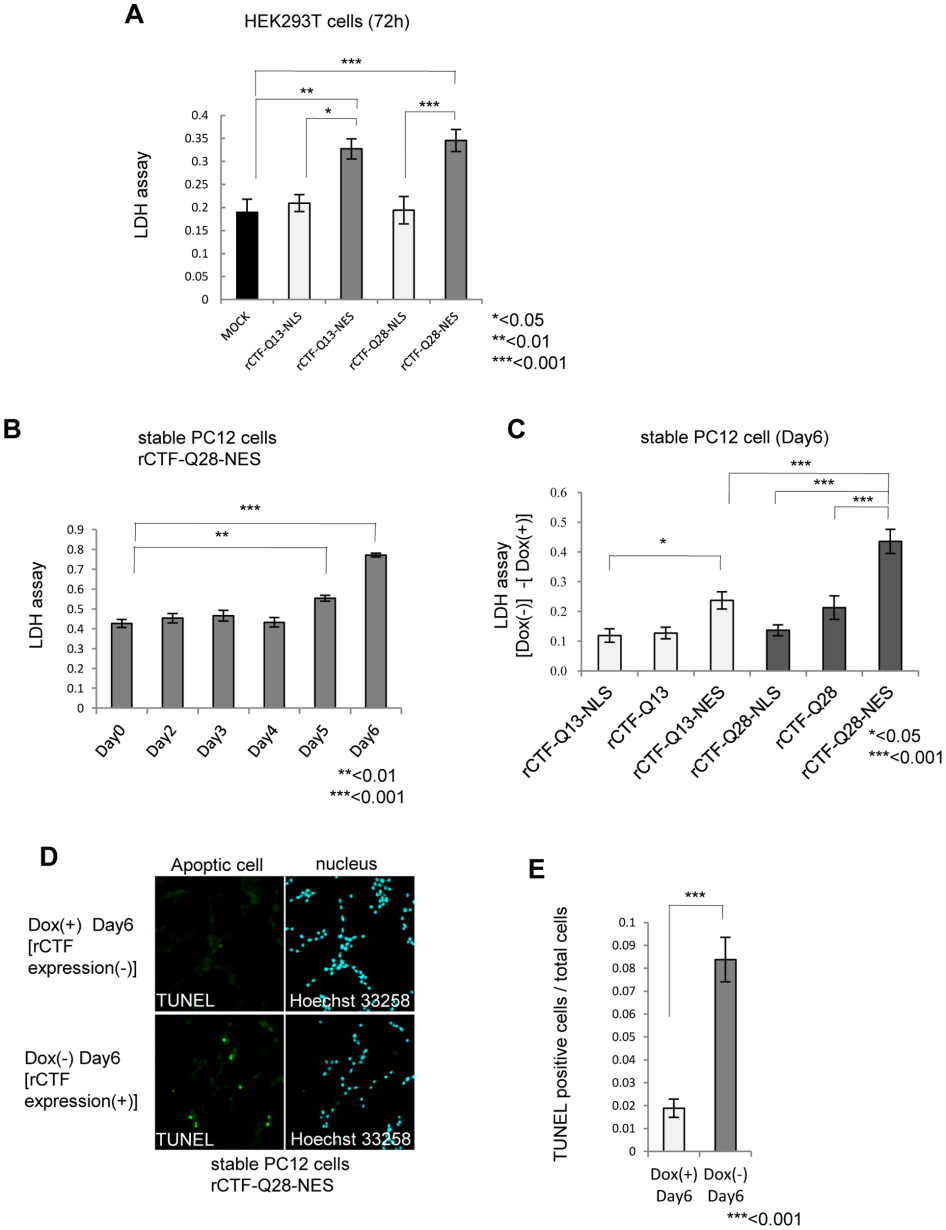
The rCTF is toxic to cells when expressed in the cytoplasm. (A) Cell death in transiently over-expressed HEK293T cells assessed by LDH level at 72 hours after transfection. The rCTF-polyQ-NES exhibits stronger cytotoxicity than rCTF-polyQ-NLS. (B) Time course of cell death in inducible rCTF-Q28-NES PC12 cell line. Cell toxicity is detected from Day5 and become prominent in Day6. (C) The cell death at Day6 compared in 6 inducible PC12 cell lines (rCTF-Q13, rCTF-Q13-NLS, rCTF-Q13-NES, rCTF-Q28, rCTF-Q28-NLS, rCTF-Q28-NES). The cell line expressing rCTF-Q28-NES exerts the strongest cell death. Y-axis shows differences of LDH values between (Dox(−)) and (Dox(+)) states. Cells do not show obvious cell death in Dox(+) states. (D&E) TUNEL positive cells are dramatically increased when doxycyclin is removed (Dox(−)). Eight randomly selected microscope fields were counted for TUNEL positive cells and total cell numbers. (For A to C and E: *: p<0.05; **: p<0.01; ***:p<0.001;ANOVA for A to C. Mann-Whitney's U test for E. Error bars indicate ± SEM.).

We then compared the cell toxicity for the period after the Dox removal. In the inducible stable PC12 cell line expressing the rCTF-Q28-NES, we found that the cell death measured by LDH assay started to appear on Day5, and become prominent on Day6 (Figure 3B). We also found the cell death is not seen when the Dox is kept in the media, confirming that the cell death is induced by the rCTF expression in the cytoplasm. Based on these results, we compared cell death at Day6 in the 6 stable PC12 cell lines. In a manner consistent with results from transient expression in HEK293T cells, we found that the stable PC12 cells expressing rCTF-polyQ(Q13, Q28)-NES exerted stronger toxicity than rCTF-polyQ(Q13, Q28) or rCTF-polyQ(Q13, Q28)-NLS (Figure 3C). Importantly, we also found that the PC12 cells expressing rCTF-Q28-NES revealed the strongest toxicity among the 6 cell lines. This is an intriguing finding demonstrating that such a small polyQ repeat, the length that corresponds to a normal repeat in other polyQ diseases, exerts toxicity in the cytoplasm of cultured cells. The cell death was compatible with apoptosis and showed a significant increase of TUNEL (TdT-mediated dUTP-biotin nick end labeling)-positive cells (Figure 3D & 3E).

### The cytoplasmic Ca_v_2.1-CTF aggregates co-localize with CREB and phosphorylated(p)-CREB resulting in reductions of CREB/p-CREB in the nuclei

In other polyQ diseases such as HD, one of the underlying mechanisms for suppressing CREB-dependent transcription is the sequestration of CREB-binding protein (CBP) by the aggregations of mutant proteins within the nuclei [22]–[25]. However, it is not known if this is also the case in SCA6. To clarify whether and how the CTF suppresses CREB-dependent transcription, we analyzed localizations of rCTF, CREB and phosphorylated-CREB (p-CREB), the active form of CREB, in PC12 cell models. While the immunoreactivities for CREB and p-CREB were both strong in the nuclei, they were very weak in the cytoplasm of non-transfected PC12 cells (Figure 4A). On the other hand, in PC12 cells transiently expressing rCTF-Q28-NES, we found that the cytoplasmic rCTF aggregates co-localized with both CREB and p-CREB demonstrating focally strong immunoreactivities for these proteins (Figure 4B). Similar co-localizations were also observed both for CREB and p-CREB with rCTF aggregates in the stable PC12 cell lines expressing rCTF-Q28-NES in contrast to the control Dox(+) cells (Figure 4C & 4D). When rCTF-Q13-NES was transiently over-expressed in PC12 cells, CREB and p-CREB also co-localized with rCTF aggregates in the cytoplasm (Figure S3). These results suggested to us that the rCTF expression in the cytoplasm indeed alters intracellular distribution of CREB and p-CREB irrespective of the polyQ length.

**Figure 4:**
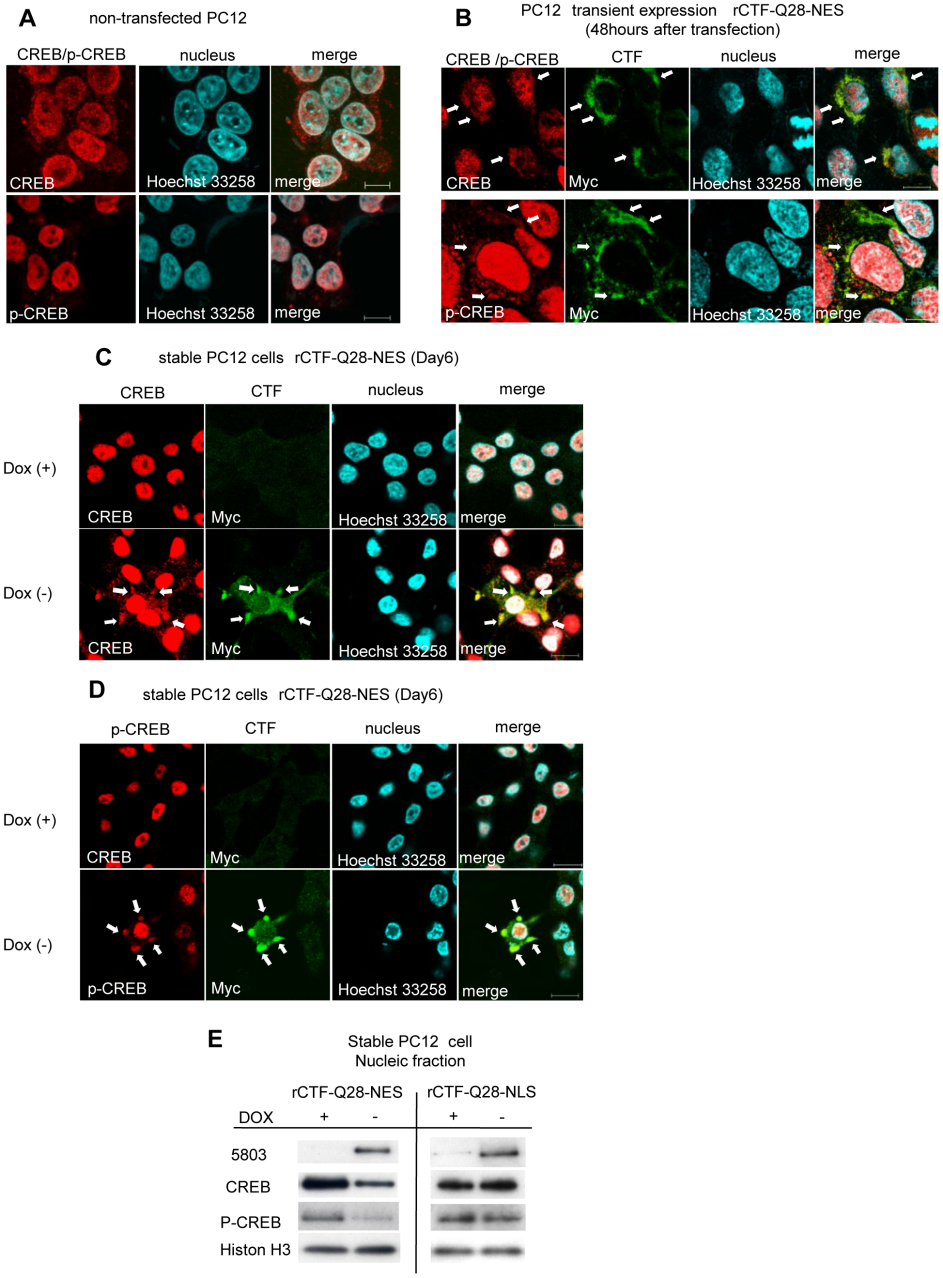
CREB co-localizes with intracytoplasmic CTF aggregates and quantity of CREB is decreased in cultured cell model. (A) In non-transfected PC12 cells, CREB and p-CREB-immunofluorescence labeling is strong in the nucleus, while the cytoplasm shows only weak and diffuse immunofluorescence. (B) In PC12 cells over-expressing rCTF-Q28-NES, the cytoplasmic CTF aggregates co-localize with CREB (*upper row*) and p-CREB (*lower row*), showing focally strong immunofluorescence in their cell bodies (arrows). (C&D) In contrast to the Dox(+) stable PC12 cells (upper row in C&D), co-localizations of CREB (*lower row in C*) or p-CREB (lower row in D) with cytoplasmic aggregates are also observed in Dox(−) stable PC12 cells expressing rCTF-Q28-NES (arrows). (E) The quantities of CREB and p-CREB in the nucleus were both decreased when the rCTF was expressed in the cytoplasm, but not so when the rCTF was targeted in the nucleus. (For A-D: scale bars: 10 µm).

We also examined whether the formation of cytoplasmic rCTF aggregates influence the quantity of CREB and p-CREB in the nucleus. By Western blot analysis, we found that they were both decreased when the rCTF was expressed in the cytoplasm (Figure 4E). Surprisingly, the reductions of CREB and p-CREB in the nucleus were not observed when the rCTF was expressed directly in the nucleus. Therefore, over-expressing the rCTF in the cytoplasm leads to the reductions of CREB and p-CREB in the nuclei, possibly by retaining them in the cytoplasm through their co-localization with the CTF aggregates. This also suggests that the cytoplasmic CTF aggregates cause the repression of the CREB-dependent transcription through abnormal intracellular trafficking of CREB.

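In the stable lines at day 5, no CREB target gene passed the test between Dox(-) and Dox(+), and the list of these genes was not called as a group outside 2 of the settings tried. The list held 38 genes known to respond to cAMP and CREB, of which 36 had a probe set. In NES-Q28, 17 of the 36 had a positive log2 difference and 19 a negative one, from -0.20 to 0.33. Fos, an immediate early gene, had a log2 difference of 0.24 (standard error 0.096, adjusted p = 1.00 from limma) and Gadd45b, a stress-response gene, 0.28 (standard error 0.21). Penk, which encodes proenkephalin, had -0.14 (standard error 0.067) and Pde4b, a cAMP phosphodiesterase, 0.16 (standard error 0.097). None of the 36 passed limma's test in any of the 4 lines, over all genes or adjusted over the list alone. The mean of the list differed by 0.010 in NES-Q28 (95% confidence interval -0.070 to 0.091) and by 0.030 in NES-Q13 (95% interval -0.050 to 0.11), where 23 of 36 were positive. In NLS-Q28 it differed by -0.0055 (95% interval -0.086 to 0.075), with 17 positive, and in NLS-Q13 by 0.091 (95% interval 0.011 to 0.17), with 26 positive. The change in the NES lines minus that in the NLS lines was -0.023 (95% interval -0.10 to 0.058, exact permutation p = 0.579, two-sided, over the 1296 arrangements of the Dox labels within the lines). Within 1 line, 2 arrays against 2 cannot give an exact p below 0.333. In limma's camera, which sets the list against the other genes, the adjusted p was 0.864 in NES-Q28, 0.565 in NES-Q13, 0.819 in NLS-Q28, 0.127 in NLS-Q13 and 0.668 for the difference between NES and NLS. With an estimated correlation these were an adjusted p of 0.983, 0.805, 0.917, 0.541 and 0.732. The list's median was -0.013 in NES-Q28 and -0.016 in NLS-Q28, where camera's direction was upward. In NLS-Q13 the list was called as higher in Dox(-) when only the brighter probe sets were tested (camera, adjusted p = 0.00177, 0.00177 to 0.541 over the settings tried) and with the replicate number as a block within each line, a fit chosen after seeing the data (adjusted p = 0.0416 from camera, or an adjusted p of 0.549 with an estimated correlation). On all probe sets the list's median in NLS-Q13, 0.093, lay at percentile 98.7 of 10000 random lists matched on brightness. For the average of the 4 lines it lay at percentile 83.1 and for Q28 minus Q13 at 17.3, within the range of the matched lists. Brightness was not tested for the calls on the brighter probe sets alone, and it stays open for them. The brighter probe sets also gave a call for the average of the 4 lines, upward (adjusted p = 0.0329, 0.0329 to 0.471 over the settings tried), and for Q28 minus Q13, downward (adjusted p = 0.0350, 0.0350 to 0.780 over the settings tried), where the fit on all probe sets gave an adjusted p of 0.201 and 0.398, or an adjusted p of 0.471 and 0.637 with an estimated correlation.

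**Figure D1:**
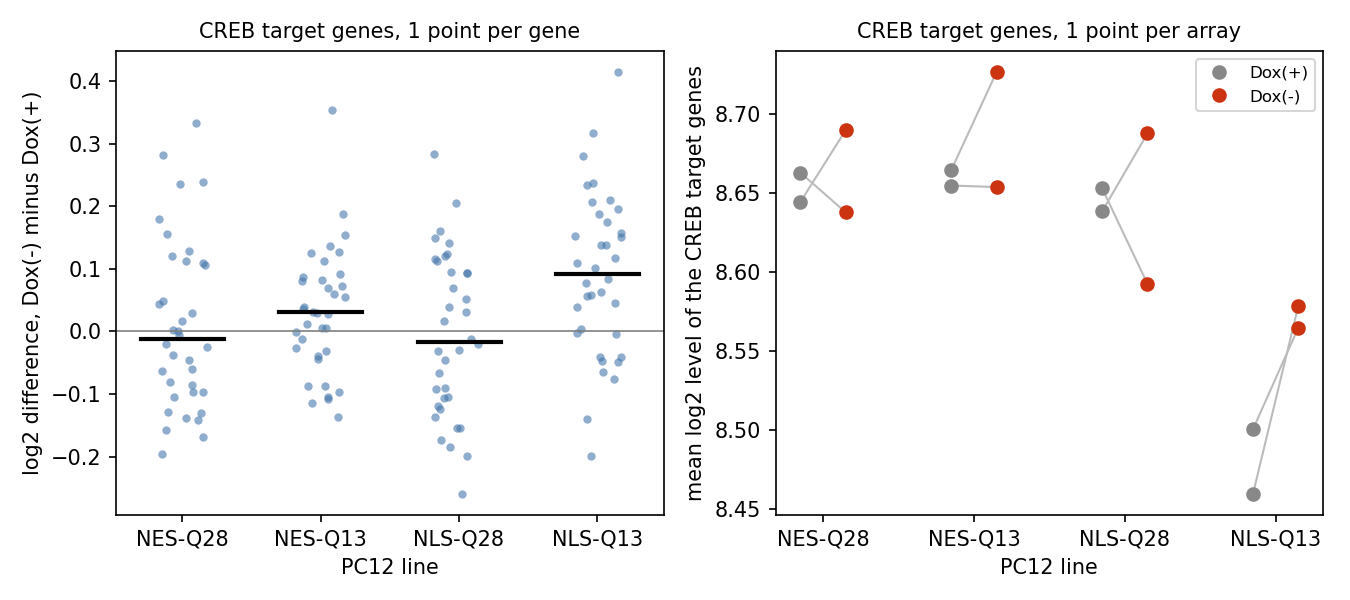
CREB target genes in the 4 PC12 lines. On the left, each point is the log2 difference of 1 of the 36 genes between Dox(-) and Dox(+) and the bar is their median, from -0.016 in NLS-Q28 to 0.093 in NLS-Q13; on the right, each point is the mean log2 level of the 36 genes on 1 array, and lines join the arrays of the same number in Dox(+) and Dox(-).

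Creb1, which encodes CREB, had a log2 value of 9.65 ± 0.085 (SD, n = 2) in Dox(-) and 9.67 ± 0.036 (SD, n = 2) in Dox(+) of NES-Q28. Its log2 difference was -0.16 in NES-Q13, -0.087 in NLS-Q28 and -0.21 in NLS-Q13, and averaged over the 4 lines -0.12 (standard error 0.046, adjusted p = 0.419 from limma). Crebbp, which encodes CBP, had -0.074 in NES-Q28, -0.15 in NES-Q13, -0.10 in NLS-Q28 and -0.13 in NLS-Q13, and on average -0.11 (standard error 0.045, adjusted p = 0.423). The difference between NES and NLS lines was 0.058 (standard error 0.091) for Creb1 and 0.0067 (standard error 0.090) for Crebbp. Of the 19 genes of the CREB family, its coactivators and upstream kinases, 16 were measured and none passed the test, over all genes or adjusted over the list alone. Bdnf, a CREB target that the paper names, had 0.11 in NES-Q28, 0.087 in NES-Q13, -0.012 in NLS-Q28 and 0.14 in NLS-Q13 (standard error 0.11 for each). Its probe set was dim, at percentile 28.7 of brightness, which limits these values. The paper cites lower BDNF mRNA in human SCA6 cerebellum, which arrays of rat cell lines do not test. The paper found less CREB and p-CREB in the nucleus by Western blot where the rCTF was in the cytoplasm and not where it was in the nucleus (Fig. 4E), and saw CREB co-localize with the cytoplasmic aggregates. From this it proposes that the aggregates hold CREB outside the nucleus and so repress the transcription that depends on it. The arrays measured RNA in these lines, and the blots measured protein. In the paper, aggregates of rCTF-Q28-NES were first seen before day 5 and were conspicuous after it. It added forskolin before staining p-CREB, and the array groups differ only in line and Dox. Expression of the rCTF was not checked on the arrays, since the Cacna1a probe set cannot show it. The lack of a call at day 5 thus does not decide whether the proposed repression occurs.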

### CREB co-localized with cytoplasmic aggregates in the human SCA6 Purkinje cells

We finally examined whether the CREB co-localizes with Ca_v_2.1 microscopic aggregates in SCA6 Purkinje cells. Although CREB expression was seen in the nuclei of cultured cells, the immunoreactivity against CREB was present but weak and homogeneous in the neuronal cytoplasm in control human Purkinje cells (Figure 5A). This would indicate species or cellular differences in the immunoreactivity against the antibody we used. In SCA6 human Purkinje cells, CREB immunoreactivity was also seen expressed in the cytoplasm. However, granular or thread-like CREB-immunoreactive structures were frequently observed in the cytoplasm of SCA6 Purkinje cells (Figure 5B). When these structures were counted, we observed that SCA6 Purkinje cells show a higher number of CREB-immunoreactive structures than controls (Figure 5 C). We next examined the relationship between the CREB and 1C2-immunoreactive Ca_v_2.1 aggregates in the SCA6 Purkinje cells by double immunofluorescence technique. We found that the 1C2-immunoreactive microscopic polyQ aggregates in the cytoplasm of SCA6 Purkinje cells indeed co-localize with CREB (Figure 5D). Among the remaining Purkinje cells in the three SCA6 cerebella, we found that 50% of such Purkinje cells had the co-localization of CREB and Ca_v_2.1 aggregates. As there are no Ca_v_2.1 aggregates in control Purkinje cells, such co-localization is specific to SCA6 Purkinje cells (Figure 5 E). Also, this co-localization mimics what we observed in cultured cells, suggesting that altered intracellular trafficking of CREB takes place in human SCA6 Purkinje cell as well.

**Figure 5:**
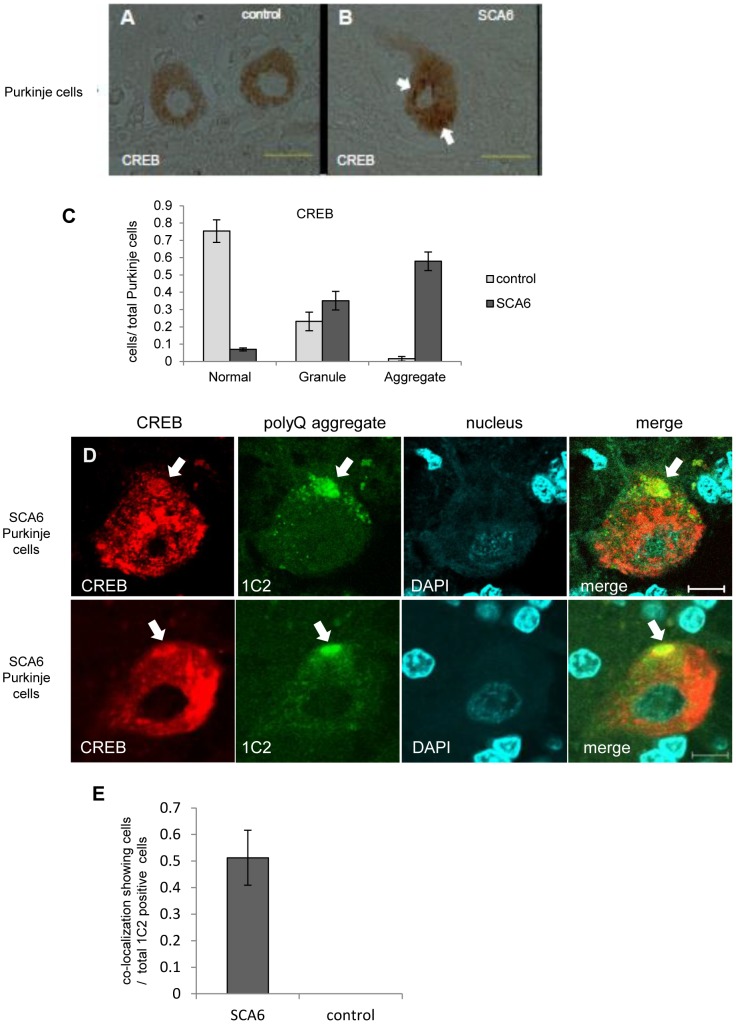
CREB and Ca_v_2.1 aggregates co-localize in SCA6 human Purkinje cells. (A) In a control brain affected with Parkinson's disease, the immunoreactivity against CREB is present but weak and homogeneous in the neuronal cytoplasm of two Purkinje cells. (B) In SCA6 human Purkinje cells, focally accentuated immunoreactive structures (arrows) are seen in the cytoplasm. (C) In ten control brains, a vast majority of Purkinje cells showed weak and diffuse immunoreactivity for the anti-CREB antibody as demonstrated in the Figure 5 A. In contrast, aggregate-like CREB-immunoreactive structures were seen in the Purkinje cells from three SCA6 cerebella. *Please refer to the* *Materials and Methods* *for the detailed description on the criteria of CREB-immunoreactivities.* (D) On double immunofluorescence analysis using a rabbit polyclonal CREB antibody and 1C2, a mouse monoclonal antibody against expanded polyQ tracts, microscopic Ca_v_2.1 aggregates in the cytoplasm of the SCA6 Purkinje cells indeed co-localized with CREB (arrows). (For A&B: scale bars: 50 µm; for D&E: scale bar: 10 µm). (E) In three SCA6 cerebella, approximately 50% of Purkinje cells containing 1C2-positive polyQ aggregates in the cytoplasm showed co-localization of the polyQ aggregates and CREB. In contrast, the Purkinje cells in control cerebella did not show 1C2-positive aggregates resulting in no co-localizations.

## Discussion

Molecular genetics of SCA6 are characterized by two main features; namely, 1) a small polyQ expansion (normal range 4–19 repeat *vs* SCA6 20–33 repeat) that falls within a normal range of other polyQ diseases (usually more than 35 repeat in other polyQ diseases), and 2) the cytoplasmic localization of aggregations which contrasts with nuclear localization in other polyQ diseases [2], [16], [17]. It should be noted that nuclear aggregates were seen in SCA6 Purkinje cells in a very small amount, though cytoplasmic aggregations are far dominant in both immunohistochemical and Western blotting observations [18]. Thus, it remained to be clarified whether cytoplasmic aggregates are more toxic than nuclear ones, or *vice versa* as in other polyQ diseases. To define which location of the CTF is more toxic, and also to elucidate the mechanisms of its toxicity, we developed cell models expressing rCTF tagged with either NLS or NES. These signals faithfully targeted the rCTF to the aimed intracellular cites (cytoplasm or nucleus). We here demonstrate that the rCTF-Q13 and -Q28 both consistently show toxicity in cultured HEK293T and PC12 cells when the rCTFs are expressed in the cytoplasm. On the other hand, neither rCTF-Q13 nor rCTF-Q28 showed obvious toxicity when expressed in the nucleus. Furthermore, the toxicity exerted by rCTF-Q28-NES was more profound than that of rCTF-Q13-NES, an important observation supporting the fundamental idea that SCA6 complies with the general rule of polyQ-length dependent toxicity in all polyQ diseases. Taking these observations together, it seems rational to consider that important cascades in SCA6 pathogenesis occur in the cytoplasm of CTF-expressing cells, such as Purkinje cells.

Then how does the CTF cause cell death? Although this is still an open question, we here showed that the cytoplasmic overexpression of rCTF resulted in the altered intracellular distributions of CREB and p-CREB. The CREB and p-CREB both co-localized with Ca_v_2.1-CTF aggregates in the cytoplasm, and the amount of CREB and p-CREB were both reduced in the nuclei of cultured cells. Furthermore, co-localization of CREB and cytoplasmic Ca_v_2.1 aggregates was confirmed in human SCA6 Purkinje cells, suggesting that the suppression of CREB-mediated transcription takes place in SCA6 Purkinje cells. Indeed, we recently found that the brain derived neurotrophic factor (BDNF) mRNA, which is regulated by the CREB-mediated transcription, is reduced in SCA6 human cerebellum [26]. It is also important to note that the CREB and p-CREB were not reduced even when the rCTF was over-expressed in the nuclei by tagging the rCTF with NLS. Although the present observation is strikingly different than with other polyQ diseases, in which suppression of CREB-transcription is seen by nuclear localizations of mutated proteins [23], [24], [27], it should be noted that polyQ-aggregates are also seen in the cytoplasm in other polyQ diseases such as HD [28] and MJD [13], raising a hypothesis that CREB-transcriptional repression may be further enhanced by the formation of protein aggregates in the cytoplasm. It has been shown that the CREB is transported from axons to cell body [29], and translocated from the cytoplasm to the nucleus [30], [31]. This retrograde trafficking has been claimed to be important for neurons to survive. Thus, it may be possible that the cytoplasmic protein aggregates can affect neuronal survival by trapping the CREB in the cytoplasm resulting in the reductions of the nuclear CREB and pCREB levels. Interestingly, the CREB-related transcription is suppressed in Parkinson's disease by the formation of p-CREB aggregates in the neuronal cytoplasm [31]. However, many issues remain unsolved concerning the link between the Ca_v_2.1 with expanded polyQ and the suppression of the CREB-related transcription. For example, it is not known whether the CTF could directly bind CREB/pCREB, as we failed to detect direct interactions between rCTF and CREB by co-immunoprecipitation experiments (data not shown). It is thus possible that some other proteins mediate co-localization of Ca_v_2.1 aggregates and CREB/pCREB. Further studies are needed to elucidate how CREB and p-CREB co-localize with Ca_v_2.1 aggregates.

Our observation of cytoplasmic toxicity of the CTF is confounded by two previous studies showing rCTF toxicity in the nuclei [19], [20], However, as we showed here, tagging rCTF with EGFP may artificially confine the rCTF into the nuclei. It should also be noted that the components of the rCTFs are not exactly the same as the four studies [18]–[21]: the present study utilized CTF (Amino acids #1954–#2506) [18] which is exactly the same with the one Li et al. used [20], except for the differences in tag proteins. The CTF used by Kordasiewicz HB et al. (Amino acids #2096–#2510) [19]is slightly shorter than ours, and Marquèze-Pouey et al. [21]used a much shorter CTF (corresponding amino acids #2319-C-term of rat Ca_v_2.1). Of note is that the size of rCTF we used here is very close to the native CTF judging from the result in Western blot [18]. The toxicity when expressed in the cytoplasm is also supported by another study showing that the rCTF with expanded polyQ caused cell death and promoted the CTF to be condensed at the plasma membrane by interacting with myosin IIB [21]. Although the rCTF-Q28-NLS was not obviously toxic in our system, we do not preclude a possibility that the CTF in the nucleus could exert subtle toxicity. Since the CTF is also present in the nucleus in the SCA6 human brains, the true pathogenic mechanisms of SCA6 are predicted to be more complicated than our cellular models. Particularly, we must admit that our cultured cells should have different intracellular conditions and thus should respond differently to various stimuli compared to the Purkinje cells. Nevertheless, we consider that tracking downstream events in each location of CTF would be an important step for exploring the disease mechanism.

In conclusion, we showed that the CTF with a small polyQ expansion is sufficient to cause toxicity when it forms aggregates in the cytoplasm. This was associated with changes in CREB/p-CREB intracellular distribution, and their quantities in the nucleus. A precise understanding of the consequences of intracellular CTF aggregations such as the mechanism of CREB inactivation and the downstream gene expression changes appear important for establishing fundamental therapy of SCA6.

## Materials and Methods

### Constructs

Recombinant CTF of Ca_v_2.1 vector (rCTF-polyQ) encoding the C-terminal 553 amino acids (AA) with either 13 or 28 CAG repeats was constructed as previously described [6]. NLS and NES tags were generated from custom oligonucleotides (Sigma-Aldrich Japan, Tokyo, Japan). NLS was derived from SV40 large T antigen (PKKKRKV) and NES was derived from human cAMP-dependent protein kinase inhibitor, alpha form (LALKLAGLDI), and flanked by restriction sites of *Xba*I. The rCTF-polyQ constructs were digested with *EcoR*V and *Pme*I, destroying the *Xba*I restriction site in the multi cloning site. Then, the resulting blunt-end fragment of rCTF-polyQ was ligated into the *Pme*I-digested pcDNA3.1 (Invitrogen, CA, USA). Finally, NLS or NES was cloned into the *Xba*I site of rCTF-polyQ in pcDNA3.1. EGFP fused rCTF vectors were constructed with pEGFP-C2 vectors (Clontech, CA, USA). The rCTF-polyQ constructs were digested with *Bgl*II and *EcoR*V and the resulting fragment of rCTF-polyQ was ligated into EGFP-C2 vector digested with *Bgl*II and *Sma*I in multi cloning site.

### Cell culture and transfection of genes-of-interest

Rat adrenal pheochromocytoma PC12 cells and Human embryonic kidney (HEK293T) cells were obtained from American Type Culture Collection (ATCC, VA, USA). PC12 cells were grown in Dulbecco's Modified Eagle's Medium (DMEM) (WAKO, Saitama, Japan) containing 10% horse serum (HS) (GIBCO, Tokyo, Japan), 5% fetal bovine serum (FBS) (GIBCO) and 1% penicillin/streptomycin (PS) (GIBCO) in a humidified atmosphere of 5% CO_2_ at 37°C. HEK293T cells were grown in DMEM containing 10% FBS and 1% PS in a humidified atmosphere of 5% CO_2_ at 37°C. Cells were transfected using Lipofectamine 2000 (Invitrogen) according to the manufacturer's protocol.

### Generation and culture of inducible PC12 stable cell lines

PC12 Tet-off cell lines (Clontech, CA, USA) were grown in DMEM containing 10% HS, 5% TET-system approved FBS (Clontech), 1% PS and 200 µg/ml G418 (SIGMA, Tokyo, Japan) in a humidified atmosphere of 5% CO_2_ at 37°C. Tet-off PC12 cells were transfected with each rCTF vector at 70% confluence using Lipofectamine 2000 (Invitrogen). Positive clones were selected in complete medium containing 200 µg/ml G418 (SIGMA), 200 µg/ml hygromycin (WAKO) and 2 µg/ml doxycycline (Dox) (Clontech). To initiate differentiation, cells were plated on collagen type I-coated plate (IWAKI, Tokyo, Japan) and grown in DMEM containing 1% HS, 1% PS, 200 µg/ml G418, 200 µg/ml hygromycin, 2 µg/ml Dox and 50 ng/ml nerve growth gactor (NGF) 2.5S (Invitrogen, CA, USA).

### Immunoblot analysis

The procedure was described previously [18]. Subcellular fractionation was performed with NE-PER Nuclear and Cytoplasmic Extraction Reagents (Pierce, IL, USA).

### Cell toxicity and viability analysis

Cell toxicity were assessed by lactate dehydrogenase (LDH) assay with CytoTox 96® Non-Radioactive Cytotoxicity Assay (Promega, WI, USA) and TUNEL assay with DeadEnd^tm^ Fluorometric TUNEL System (Promega). Cell toxicity with LDH assay was calculated using the following formula (experimental LDH release/maximum LDH release).

### Immunocytochemistry

The procedure was described previously [6], [18]. Either of the following primary antibodies was used; mouse monoclonal anti-c-Myc antibody (diluted with phosphate buffered saline (PBS) into 1∶100) (Santa Cruz Biotechnology, CA, USA), rabbit polyclonal A6RPT-#5803 (1∶500), rabbit polyclonal anti-CREB antibody (1∶500) (Cell Signaling Technology, MA, USA), rabbit polyclonal anti-p-CREB antibody (1∶100) (Cell Signaling Technology), mouse monoclonal anti-expanded 1C2 (1∶1000)(Millipore, CA, USA). To visualize the anti-p-CREB antibody signal, endogenous PKA was activated by the 10 µM forskolin containing medium for 1 hour before the fixation.

To examine the proportion of cells with a particular subcellular localization of each rCTF, the cells expressing each rCTF were classified into the following four groups and counted in five randomly selected microscope fields: N; the cells expressing rCTF exclusively in the nucleus; N-c: the cells expressing rCTF predominantly in the nucleus than in the cytoplasm; n-C: the cells expressing rCTF predominantly in the cytoplasm than in the nucleus; C: the cells expressing rCTF exclusively in the cytoplasm. The proportion of subcellular localization was calculated using the following formula: total number of cells in each of the four groups/total rCTF expressing cells. The difference was then statistically analyzed using ANOVA.

### Immunohistochemistry

Formalin-fixed paraffin-embedded tissue sections of the cerebellar cortex were analyzed. Three SCA6 brains and 10 controls (4 individuals with Parkinson's disease, 2 with amyotrophic lateral sclerosis, 2 with multiple system atrophy, 1 with cerebral infarction, and 1 with SCA31) were investigated. The procedure was described previously [6], [13], [18]. Either of the following primary antibodies was used; A6RPT-#5803 (diluted in 1∶500 concentration with PBS), 1C2 (1∶1000), and anti-CREB antibody (1∶100). For double immunofluorescent labeling, sections were incubated with 1% sudan black B in 70% methanol for 5 minutes to block the autofluorescence.

To examine the proportion of Purkinje cells which shows different immunostaining against CREB, five random microscopic fields were selected and each immunostained Purkinje cell was classified into the following three categories; “Normal”: the Purkinje cells which were stained diffusely in the cytoplasm; “Granule”: the Purkinje cells containing small puncta in the cytoplasm; “Aggregate”: the Purkinje cells showing thread-like structures or coarse large aggregates in the cytoplasm. The proportion of each category was calculated using the following formula: the number of Purkinje cell in each of the three groups/total number of immunostained Purkinje cells.

To examine the proportion of Purkinje cells which shows co-localization of CREB and 1C2 positive aggregates, ten consecutive Purkinje cells containing 1C2 positive aggregates in the cytoplasm was examined under a confocal laser microscope in three different regions of cerebellar cortex and calculated.

### RNA isolation and real time quantitative PCR (RT-qPCR)

Total cellular RNA was isolated by TRIzol (Invitrogen, CA, USA) according to the manufactures' protocol. Cellular extracts were then treated with DNase (Invitrogen) and total RNA was quantified on a Nanodrop spectrophotometer. Total RNA was carried out reverse transcription to cDNA using a super script® III first-strand synthesis system for RT-PCR (Invitrogen) and random hexamers. The primer and probes for rCTF was designed from Life technologies (Applied biosystems by Life technologies, CA, USA). The other primer and probes were from TaqMan® Gene Expression Assays.

### Statistical analysis

Where applicable, data are presented as mean ±standard error of the mean (SEM), and statistical analysis was tested by using Mann-Whitney's U test (for TUNEL assay) or a one-way analysis of variance (ANOVA) tests (all assays except for TUNEL assay). Each experiment was repeated three times independently and statistical analysis was performed.

## Supporting Information

Figure S1 Presence of enhanced green fluorescent protein (EGFP) dramatically shifts the tagged rCTF into the nuclei. (A) A scheme of the recombinant Ca_v_2.1 C-terminal fragment (rCTF) vectors with or without EGFP used in this study. (B) The rCTF-polyQ (either Q13 or Q28)-EGFP locates almost exclusively in the nuclei irrespective of the length of polyQ. This localization is quite different from the predominantly cytoplasmic location of rCTF-polyQ without EGFP. (scale bars: 50μm) (C) The proportion of the subcellular localization of each rCTF in the transiently expressing PC12 cells. (N; the cells expressing rCTF exclusively in the nucleus; N-c: the cells expressing rCTF predominantly in the nucleus than in the cytoplasm; n-C: the cells expressing rCTF predominantly in the cytoplasm than in the nucleus; C: the cells expressing rCTF exclusively in the cytoplasm).
(PPTX) Click here for additional data file.

Figure S2 rCTF expression in HEK293T cells. While rCTF-Q13 distributed both in the cytoplasm and nucleus of HEK293T cells, NLS and NES both efficiently shifted the rCTF localization in the nucleus and cytoplasm, respectively. (scale bars: 10μm).
(PPTX) Click here for additional data file.

Figure S3 Co-localization of CREB and p-CREB with cytoplasmic aggregates in rCTFQ13-NES expressing PC12 cells. In PC12 cells over-expressing rCTF-Q13-NES, some of the cytoplasmic CTF aggregates co-localized with CREB (upper row) and p-CREB (lower row) (co-localizations: arrows).
(PPTX) Click here for additional data file.

# Supplementary material for: Cytoplasmic Location of α1A Voltage-Gated Calcium Channel C-Terminal Fragment (Cav2.1-CTF) Aggregate Is Sufficient to Cause Cell Death
**Source:** PLoS One. 2013 Mar 7;8(3):e50121. doi: 10.1371/journal.pone.0050121
**Supplement:** Figure S1 — Presence of enhanced green fluorescent protein (EGFP) dramatically shifts the tagged rCTF into the nuclei. (A) A scheme of the recombinant Cav2.1 C-terminal fragment (rCTF) vectors with or without EGFP used in this study. (B) The rCTF-polyQ (either Q13 or Q28)-EGFP locates almost exclusively in the nuclei irrespective of the length of polyQ. This localization is quite different from the predominantly cytoplasmic location of rCTF-polyQ without EGFP. (scale bars: 50μm) (C) The proportion of the subcellular localization of each rCTF in the transiently expressing PC12 cells. (N; the cells expressing rCTF exclusively in the nucleus; N-c: the cells expressing rCTF predominantly in the nucleus than in the cytoplasm; n-C: the cells expressing rCTF predominantly in the cytoplasm than in the nucleus; C: the cells expressing rCTF exclusively in the cytoplasm).

## Slide 1
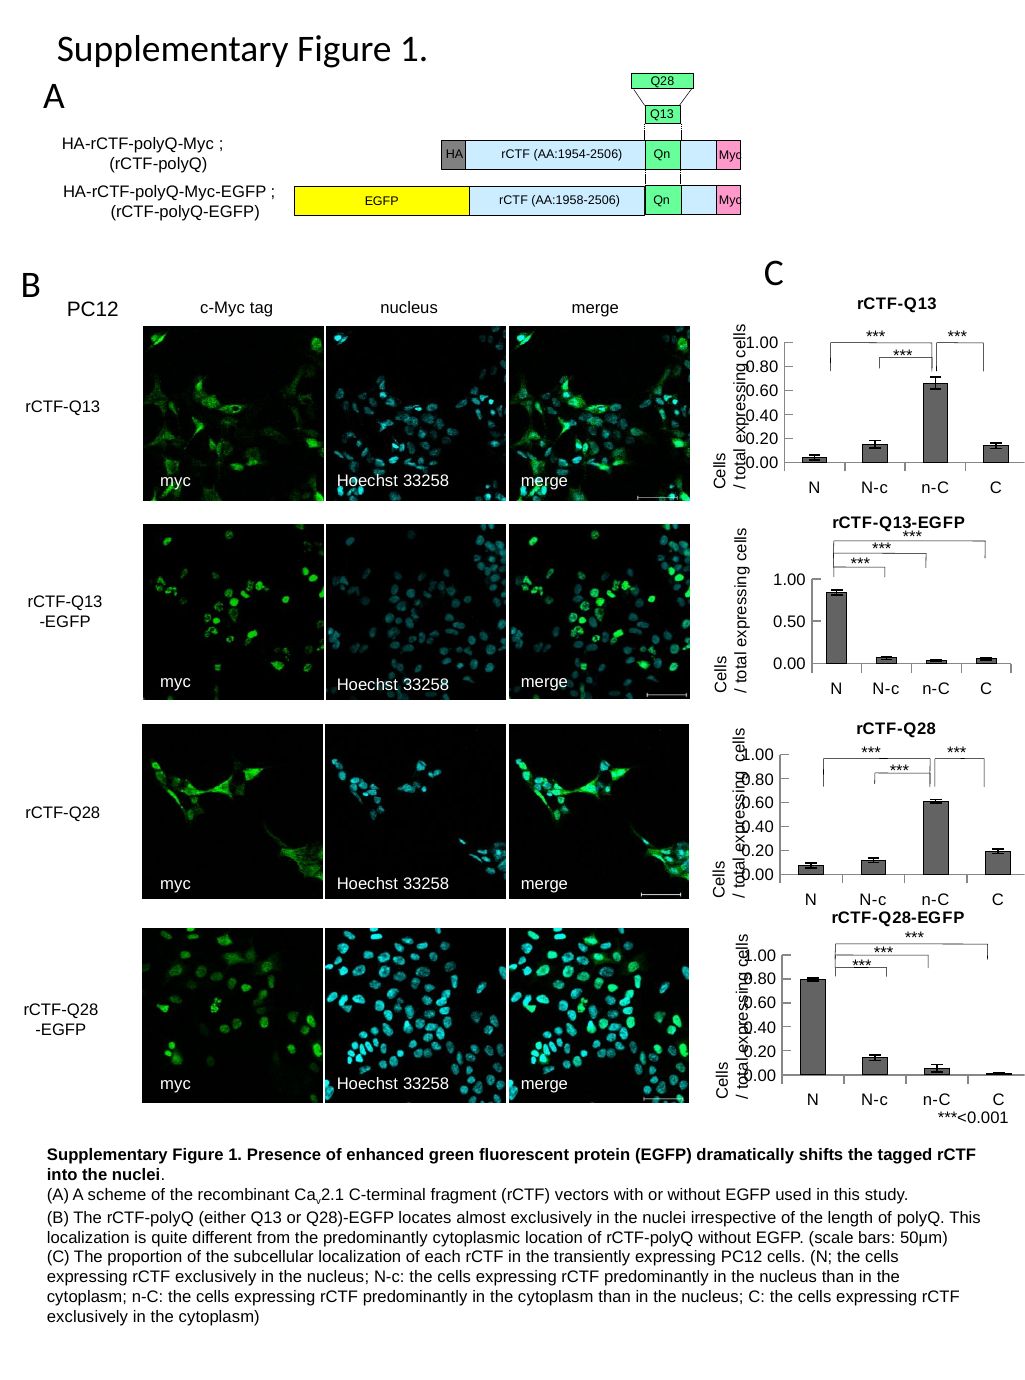

Supplementary Figure 1.
A
Q28
Q13
Qn
HA
rCTF (AA:1954-2506)
Myc
Qn
rCTF (AA:1958-2506)
Myc
EGFP
HA-rCTF-polyQ-Myc ;
 (rCTF-polyQ)
HA-rCTF-polyQ-Myc-EGFP ;
 (rCTF-polyQ-EGFP)
C
B
PC12
### Chart: rCTF-Q13
| Category | |
|---|---|
| N | 0.041791976040432034 |
| N-c | 0.15238347008173744 |
| n-C | 0.663483816372378 |
| C | 0.14234073750546103 |Cells
/ total expressing cells
c-Myc tag
nucleus
merge
***
***
***
rCTF-Q13
myc
Hoechst 33258
merge
### Chart: rCTF-Q13-EGFP
| Category | |
|---|---|
| N | 0.8406396360995121 |
| N-c | 0.06630600507269674 |
| n-C | 0.03718767787184922 |
| C | 0.0558666809559541 |Cells
/ total expressing cells
***
***
***
rCTF-Q13
-EGFP
myc
merge
Hoechst 33258
### Chart: rCTF-Q28
| Category | |
|---|---|
| N | 0.07685478084371451 |
| N-c | 0.11841972685534055 |
| n-C | 0.6105972496968477 |
| C | 0.19412824260409772 |Cells
/ total expressing cells
rCTF-Q28
myc
Hoechst 33258
merge
***
***
***
### Chart: rCTF-Q28-EGFP
| Category | |
|---|---|
| N | 0.7929096044183989 |
| N-c | 0.14302329595569171 |
| n-C | 0.05470231787179753 |
| C | 0.009364781754119027 |Cells
/ total expressing cells
***
***
***
rCTF-Q28
-EGFP
myc
Hoechst 33258
merge
***<0.001
Supplementary Figure 1. Presence of enhanced green fluorescent protein (EGFP) dramatically shifts the tagged rCTF into the nuclei.
(A) A scheme of the recombinant Cav2.1 C-terminal fragment (rCTF) vectors with or without EGFP used in this study.
(B) The rCTF-polyQ (either Q13 or Q28)-EGFP locates almost exclusively in the nuclei irrespective of the length of polyQ. This localization is quite different from the predominantly cytoplasmic location of rCTF-polyQ without EGFP. (scale bars: 50μm)
(C) The proportion of the subcellular localization of each rCTF in the transiently expressing PC12 cells. (N; the cells expressing rCTF exclusively in the nucleus; N-c: the cells expressing rCTF predominantly in the nucleus than in the cytoplasm; n-C: the cells expressing rCTF predominantly in the cytoplasm than in the nucleus; C: the cells expressing rCTF exclusively in the cytoplasm)

# Supplementary material for: Cytoplasmic Location of α1A Voltage-Gated Calcium Channel C-Terminal Fragment (Cav2.1-CTF) Aggregate Is Sufficient to Cause Cell Death
**Source:** PLoS One. 2013 Mar 7;8(3):e50121. doi: 10.1371/journal.pone.0050121
**Supplement:** Figure S2 — rCTF expression in HEK293T cells. While rCTF-Q13 distributed both in the cytoplasm and nucleus of HEK293T cells, NLS and NES both efficiently shifted the rCTF localization in the nucleus and cytoplasm, respectively. (scale bars: 10μm).

## Slide 1
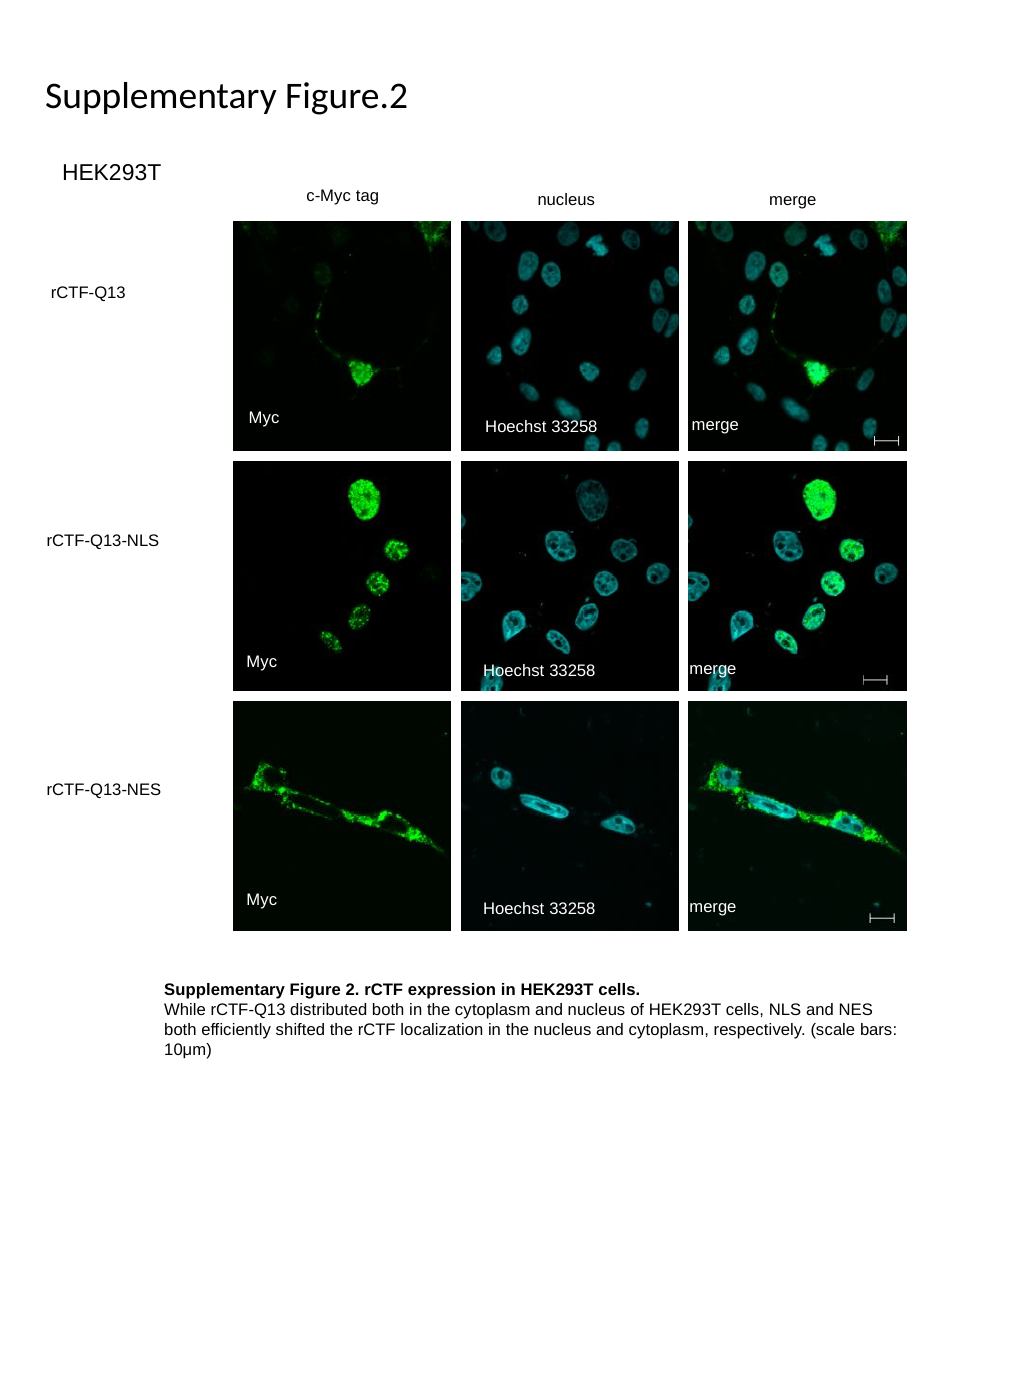

Supplementary Figure.2
HEK293T
c-Myc tag
nucleus
merge
rCTF-Q13
Myc
merge
Hoechst 33258
rCTF-Q13-NLS
Myc
merge
Hoechst 33258
rCTF-Q13-NES
Myc
merge
Hoechst 33258
Supplementary Figure 2. rCTF expression in HEK293T cells.
While rCTF-Q13 distributed both in the cytoplasm and nucleus of HEK293T cells, NLS and NES both efficiently shifted the rCTF localization in the nucleus and cytoplasm, respectively. (scale bars: 10μm)

# Supplementary material for: Cytoplasmic Location of α1A Voltage-Gated Calcium Channel C-Terminal Fragment (Cav2.1-CTF) Aggregate Is Sufficient to Cause Cell Death
**Source:** PLoS One. 2013 Mar 7;8(3):e50121. doi: 10.1371/journal.pone.0050121
**Supplement:** Figure S3 — Co-localization of CREB and p-CREB with cytoplasmic aggregates in rCTFQ13-NES expressing PC12 cells. In PC12 cells over-expressing rCTF-Q13-NES, some of the cytoplasmic CTF aggregates co-localized with CREB (upper row) and p-CREB (lower row) (co-localizations: arrows).

## Slide 1
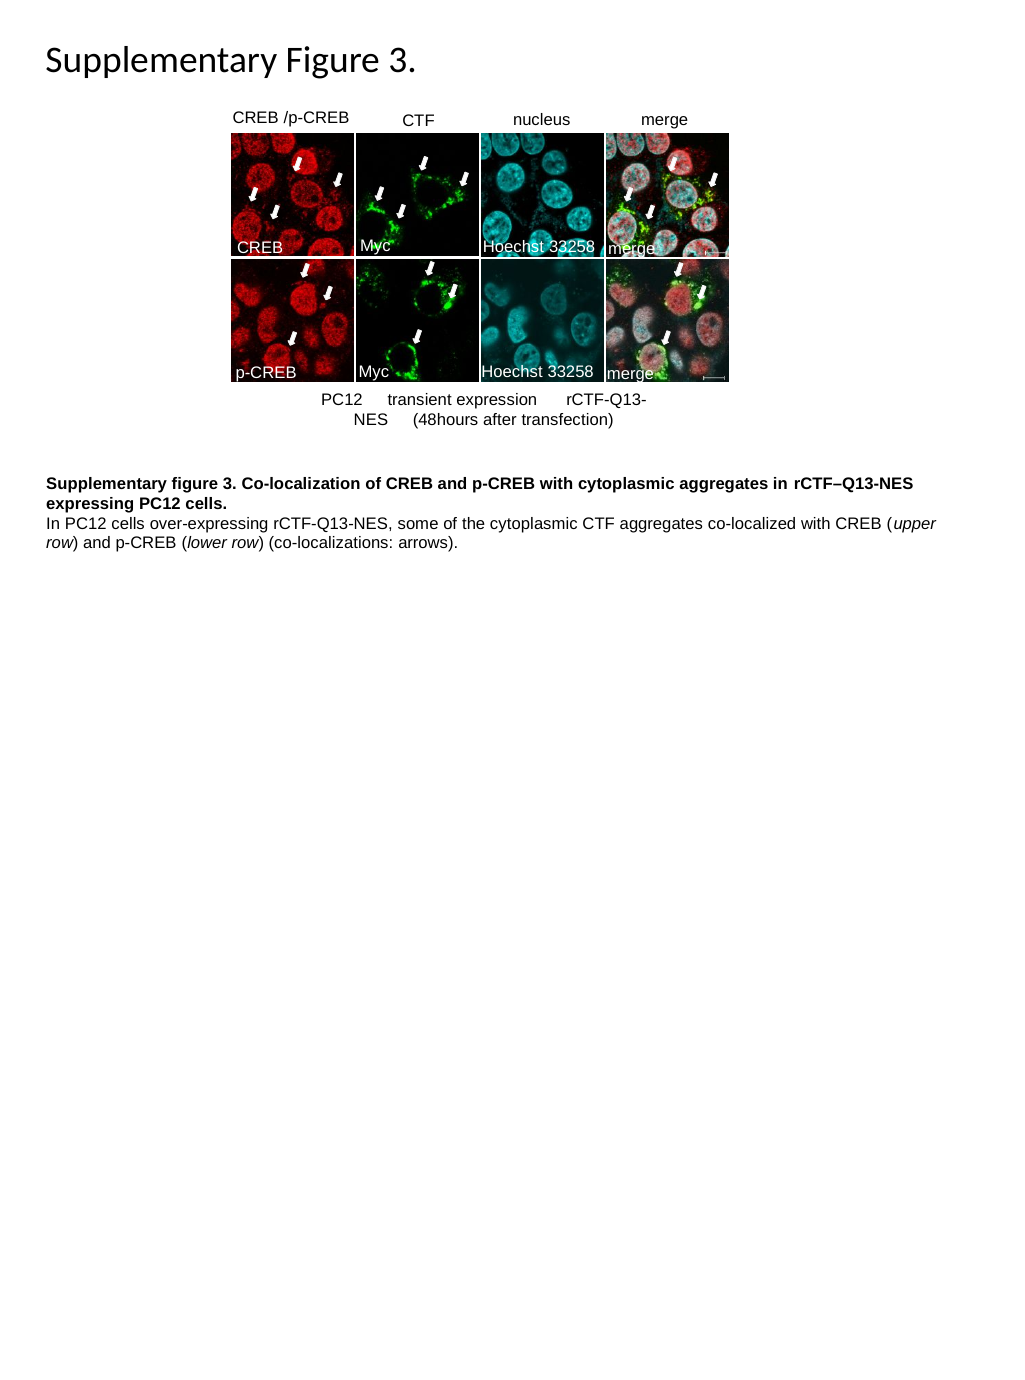

Supplementary Figure 3.
CREB /p-CREB
nucleus
merge
CTF
Myc
Hoechst 33258
CREB
merge
Myc
Hoechst 33258
p-CREB
merge
PC12　transient expression　 rCTF-Q13-NES　(48hours after transfection)
Supplementary figure 3. Co-localization of CREB and p-CREB with cytoplasmic aggregates in rCTF–Q13-NES expressing PC12 cells.
In PC12 cells over-expressing rCTF-Q13-NES, some of the cytoplasmic CTF aggregates co-localized with CREB (upper row) and p-CREB (lower row) (co-localizations: arrows).

How the deposited data were processed for this re-analysis (not part of the article)

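Total RNA of 4 inducible PC12 lines was labelled and hybridized to Affymetrix rat whole-transcript gene arrays by the authors. The lines express the C-terminal fragment of the channel with 13 or 28 glutamines and a nuclear export (NES) or nuclear localization (NLS) signal. They were sampled at day 5 with Dox (Dox(+)) or without it (Dox(-)), with 2 arrays for each of the 8 groups and 16 arrays in all. The sample labels differ on this day, giving day 5 after transfection in 1 place and 5 days with or without Dox in another. The lines are stable, so the second was used, and the paper's text gives no day for the arrays. The authors made 1 log2 value per probe set with RMA, which corrects the background, normalizes the arrays to each other and summarizes the probes. The deposited log2 values were used as they are, and the RMA software, its version and the way probes were grouped are not given in the sources used here. The table held 28826 probe sets on 16 arrays with 0 missing values. The paper's text describes no array analysis, so no setting was taken from it. When the arrays were scanned is not given in the sources used here. Some items are not reported here.

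Gene names came from the platform table that goes with the values, updated by gene ID through RefSeq. Of the 28826 probe sets, 15209 had 1 gene, 306 had several and 13311 had none listed, and a probe set without a single gene stayed unnamed. This gave 14497 genes, each represented by its brightest probe set. No coordinates are given. The rat Cacna1a probe set had been planned as a check of the Dox labels, which it cannot give without the positions of its probes, so no other check of these labels was made.

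The fit used limma 3.58.1 in R 4.3.3, with a mean for each line and Dox state and a variance shared by the 16 arrays (8 residual degrees of freedom) and moderated across probe sets. It gave 7 comparisons: Dox(-) minus Dox(+) in each of the 4 lines, their average, the change in the NES lines minus that in the NLS lines, and the change in the Q28 lines minus that in the Q13 lines. A probe set was called at a Benjamini-Hochberg adjusted p under 0.05 over the 28826 probe sets. The median standard error of a log2 difference was 0.11 in 1 line and 0.053 for the average.

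There were 24 gene lists, written before the data were examined from textbook knowledge and the paper: CREB target genes, the CREB family with its coactivators and upstream kinases, genes the paper names, voltage-gated calcium channel subunits, catecholamine and chromaffin granule genes, neuronal differentiation, apoptosis effectors, p53 targets, endoplasmic reticulum chaperones, ATF4 and amino acid response, cytosolic heat shock proteins, NRF2 targets, proteasome subunits, lysosome and autophagy genes, interferon response, cell cycle genes, ribosomal proteins, respiratory chain subunits, glycolysis and hypoxia response, cholesterol synthesis, mitochondrial DNA encoded genes, and markers of adrenal cortex, fibroblasts and Schwann cells. Of their 593 members 528 had a probe set. The list of mitochondrial DNA encoded genes had 0 and was not tested, which left 23. Each list was tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the 23 lists, and again with an estimated correlation, on ranks, and with limma's fry. For list means, the Dox labels were permuted within the lines in all 1296 arrangements for the comparisons of several lines. The genes named were chosen by a rule set before the data were examined: every gene the paper names, up to 10 genes in each direction with the largest log2 difference among those called whose arrays do not overlap between the Dox states, and up to 4 members of each list with the smallest adjusted p. Genes named outside this rule (Utp3, Rlim, the genes called only with the block within each line, Npy, Cp, and the genes named for differences between lines or between the NLS-Q28 replicates) were chosen after their values were seen.

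The labels number the arrays of each group 1 and 2. The deviations of same-numbered arrays from their group means were correlated across probe sets between Dox(-) and Dox(+) of the same line. This gave r = 0.284 in NES-Q28, 0.436 in NES-Q13, 0.606 in NLS-Q28 and 0.186 in NLS-Q13. Between lines r ran from -0.187 to 0.383, which only NES-Q13 and NLS-Q28 exceed. The numbers were taken to pair the arrays within every line, and for NES-Q28 and NLS-Q13 this stays open. A fit with the replicate number as a block within each line, with 4 residual degrees of freedom, was therefore added after seeing the data. It is given where it changed a call. Lines were compared with each other on the mean of each same-numbered pair of Dox(-) and Dox(+) arrays, 8 values with 4 residual degrees of freedom, also chosen after seeing the data.

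The fit was tested on simulated data with the real spread and 200 changed probe sets among 28826. In NES-Q28 it recovered 35.8% of changes of 0.5 on the log2 scale, 91.0% of changes of 1 and 100% of changes of 2, with 6 false calls. For the average of the 4 lines it recovered 95.5%, 98.5% and 100%, with 7 false calls. These rates describe the simulated probe sets as a group and do not carry over to a gene with a wide spread. In the real data Npy had a log2 difference of 1.06 for this average, with a standard error of 0.40. It was not called (adjusted p = 0.403 from limma). A shift of -0.1 in the 36 CREB target genes of NES-Q28 was called by camera in 44 of 50 draws, a shift of -0.2 in 50 of 50 and no shift in 0 of 50, with genes drawn independently of each other.

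Alternatives were a second quantile normalization, median centring, only the brighter probe sets, a floor at the 20th percentile, 1 probe set per gene, the replicate number as a block, trended and robust variances, no moderation, array weights, a change of at least 1.5-fold, the 4 arrays of a line alone, and leaving out each array in turn. After seeing the data, the block within each line and a fit without the NLS-Q28 line were added.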

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

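The tests of the cell cycle list against the spread between arrays and between pairs, and every value with a block within each line, were chosen after the result was seen. Apart from lists named only for swaps of the Dox labels within pairs, the lists here were called by limma's camera at the preset correlation. None of the calls held with an estimated correlation. Camera did not call the catecholamine, voltage-gated calcium channel, heat shock and CREB family lists in the fit without a block. The paper reports none of these results.

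Cell cycle genes had medians of opposite sign in NES-Q28 and in the other lines, and most of these calls rest on single arrays. Their median log2 difference was 0.22 in NES-Q28, with 33 of 33 positive, -0.13 in NES-Q13, -0.21 in NLS-Q28 and -0.24 in NLS-Q13, with 0 of 33 positive in each NLS line, and -0.11 on average (adjusted p = 7.38e-08, 0.000228, 3.57e-07, 6.61e-09 and 4.30e-05, or an adjusted p of 0.983, 0.805, 0.897, 0.567 and 0.595 with an estimated correlation). The NES lines minus the NLS lines gave 0.25 (adjusted p = 1.97e-12, or an adjusted p of 0.611 with an estimated correlation) and Q28 minus Q13 gave 0.19 (adjusted p = 6.58e-07, or 0.637 with an estimated correlation as the adjusted p). The brightness of the probe sets does not account for the NES and NLS difference, since its median lay at percentile 100 of 10000 random lists matched on brightness. The spread between replicate arrays may account for it and stays open: in an exact permutation of the Dox labels within the lines, the difference of the list means had p = 0.221, and the mean of the list was 9.82 on the NLS-Q28 Dox(-) array numbered 2 against 10.41 on the array numbered 1. That permutation and the leave-outs below break the same-numbered pairs. Swapping the Dox labels within pairs instead gave an exact p of 0.172 over 256 swaps, and the list means differed within pairs by 0.24 and 0.19 in NES-Q28 and by -0.31 and -0.18 in NLS-Q13, against -0.040 and -0.28 in NES-Q13 and 0.00062 and -0.42 in NLS-Q28, so the pairs of NES-Q28 and NLS-Q13 lie closer together than those of the other 2 lines. For cell cycle genes, NLS-Q28, the direction turned without NLS-Q28 Dox(-) replicate 2 (adjusted p = 0.00219, higher in Dox(-)). The call was lost in NES-Q28 without its Dox(+) array numbered 1 (adjusted p = 0.483), in NES-Q13 without its Dox(-) array numbered 2 (0.158), for the average without the NLS-Q28 Dox(-) array numbered 2 (0.214) and for Q28 minus Q13 without the NLS-Q28 Dox(-) array numbered 1 (0.0963). How fast the cultures grew, as a consequence of rCTF or of plating, was not tested and stays open.

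Proteasome and respiratory chain genes were called as lower in Dox(-) of both Q13 lines and on average. The proteasome median was -0.064 in NES-Q13, -0.091 in NLS-Q13 and -0.048 on average, with 29 of 30 negative on average (adjusted p = 0.000925, 5.61e-05 and 3.05e-06, or an adjusted p of 0.789, 0.567 and 0.471 with an estimated correlation). In NLS-Q28 the proteasome median was -0.060, with 23 of 30 negative as in NES-Q13, and was not called (adjusted p = 0.0987), nor was the difference between Q28 and Q13 (adjusted p = 0.0524). In NES-Q28 the median was -0.018, with 21 of 30 negative (adjusted p = 0.158). Whether the change differs between Q13 and Q28 lines is left open. The respiratory chain median was -0.066 in NES-Q13, -0.046 in NLS-Q13, -0.033 on average and 0.047 for Q28 minus Q13 (adjusted p = 0.000195, 0.00150, 0.00866 and 4.04e-05, or an adjusted p of 0.190, 0.357, 0.471 and 0.157 with an estimated correlation). In both Q13 lines the dimmer probe sets as a whole were higher in Dox(-) and the brighter ones lower, with medians of 0.086 in NES-Q13 and 0.077 in NLS-Q13 around a log2 level of 6.30 and of -0.061 and -0.039 around a level of 9.79. Among 10000 random lists matched on brightness, the respiratory chain median lay at percentile 3.36 on average and 12.1 in NLS-Q13, which this trend may give, and at 0.63 in NES-Q13, below what it gives. The proteasome median lay at percentile 1.37 on average and 0.37 in NLS-Q13, below what the trend gives, and at 3.57 in NES-Q13, within it. The lines thus differ on brightness as an explanation, and it stays open for both lists. An effect of Dox itself, which differs between the groups in every line, stays open for both.

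Casp4 was higher in Dox(-) of NES-Q13, at a log2 difference of 0.94, and it was the only probe set called in the 4 lines in the fit without a block. Its mean log2 value was also higher in Dox(-) of NES-Q28 (5.01 against 4.83), NLS-Q28 (4.91 against 4.73) and NLS-Q13 (4.94 against 4.86). The direction is thus not limited to NES-Q13. With the block within each line its adjusted p was 0.202, and 1 other probe set was called, without a gene name and lower in NLS-Q13 (adjusted p = 0.0282). Endoplasmic reticulum chaperones were lower in Dox(-) of NES-Q28, at a median of -0.10 (18 of 19 negative, adjusted p = 0.000114, or an adjusted p of 0.983 with an estimated correlation), and differed between Q28 and Q13 by -0.12 (adjusted p = 0.0282, or an adjusted p of 0.727 with an estimated correlation). Neuronal differentiation genes, among them Gap43 (0.24, standard error 0.091) and Stmn2 (0.24, standard error 0.090), had a median of 0.10 in NES-Q28 (27 of 30 positive, adjusted p = 0.000114, or an adjusted p of 0.983 with an estimated correlation) and of 0.081 for NES minus NLS (adjusted p = 0.00931, or an adjusted p of 0.611 with an estimated correlation). The mean of this list was higher in Dox(-) in 8 of 8 pairs over the 4 lines, by 0.010 to 0.16, so this direction is not limited to NES-Q28, and the exact p from swaps within pairs was 0.0078 on average and 0.219 for NES minus NLS. Glycolysis and hypoxia genes had a median of -0.076 in NES-Q28 (adjusted p = 0.00341, or an adjusted p of 0.983 with an estimated correlation) and of -0.077 for NES minus NLS (adjusted p = 0.0136, or an adjusted p of 0.611 with an estimated correlation).

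Adrenal cortex markers had a median of 0.19 in NES-Q13 (8 of 9 positive, adjusted p = 0.0167, or an adjusted p of 0.190 with an estimated correlation), and Cyp11a1, the first enzyme of steroid synthesis, had 0.37 (standard error 0.067) and was the 1 member called when adjusted over the list alone. Fibroblast markers had a median of 0.093 in NES-Q13 (12 of 12 positive, adjusted p = 0.0167, or an adjusted p of 0.574 with an estimated correlation), with Col1a1 at 0.35 (standard error 0.098). This median lay at percentile 92.9 of random lists matched on brightness, within the range that the rise of dim probe sets in NES-Q13 gives. ATF4 and amino acid response genes had medians of -0.15 in NLS-Q28, with 28 of 30 negative, -0.13 in NLS-Q13, -0.070 on average and 0.11 for NES minus NLS (adjusted p = 1.50e-07, 0.00819, 0.00866 and 3.58e-07, or an adjusted p of 0.253, 0.567, 0.471 and 0.611 with an estimated correlation). The mean of the ATF4 list was lower in Dox(-) in both pairs of NLS-Q28 (-0.17 and -0.22) and of NLS-Q13 (-0.12 and -0.11). It was higher in both pairs of NES-Q13 (0.083 and 0.10) and went both ways in NES-Q28 (-0.036 and 0.032). The average thus mixes lines of opposite direction, with an exact p of 0.219 from swaps of the Dox labels within pairs.

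In NLS-Q28, ribosomal protein genes had a median of 0.090 (35 of 41 positive, adjusted p = 1.29e-09), lysosome and autophagy genes of 0.11 (20 of 24 positive, adjusted p = 1.00e-07) and p53 targets of 0.046 (15 of 20 positive, adjusted p = 0.0315, and 0.0821 with the block within each line); with an estimated correlation the adjusted p was 0.253, 0.253 and 0.826. The lysosome list had 0.047 on average and -0.081 for NES minus NLS, and the ribosomal list -0.047 for NES minus NLS (adjusted p = 0.00920, 0.000574 and 3.91e-05, or an adjusted p of 0.471, 0.611 and 0.611 with an estimated correlation). For NES minus NLS, cholesterol synthesis genes had a median of 0.23 (20 of 20 positive, adjusted p = 0.000574, or an adjusted p of 0.732 with an estimated correlation) and interferon response genes of -0.060 (15 of 21 negative, adjusted p = 0.0149, or an adjusted p of 0.611 with an estimated correlation), with Bst2, a restriction factor, at -0.61 (standard error 0.15).

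Swaps of the Dox labels within pairs, also chosen after the result was seen, were run on the means of all 23 lists, where the smallest possible exact p is 0.0078. The exact p was under 0.05 for 6 lists on average, 2 for NES minus NLS and 5 for Q28 minus Q13, and adjusted over the 23 lists the smallest was 0.0898, 0.270 and 0.120. On average these were neuronal differentiation (0.0078), catecholamine (0.0078), fibroblast (0.016), proteasome (0.023), voltage-gated calcium channel (0.023) and lysosome genes (0.047). For NES minus NLS they were ATF4 (0.023) and cholesterol synthesis genes (0.023), and for Q28 minus Q13 respiratory chain (0.016), adrenal cortex (0.016), heat shock (0.016), CREB family (0.023) and endoplasmic reticulum chaperone genes (0.039).

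Most of these list calls were lost without 1 array. The largest adjusted p was 0.353 for endoplasmic reticulum chaperones and 0.944 for glycolysis and hypoxia genes in NES-Q28, both without the Dox(-) array numbered 2, 0.0798 for adrenal cortex and 0.0720 for fibroblast markers in NES-Q13, 0.0548 for proteasome genes in NES-Q13 and 0.134 in NLS-Q13, and 0.0550 in NLS-Q13 and 0.0786 on average for respiratory chain genes. For ATF4 genes it was 0.113 in NLS-Q28, 0.307 in NLS-Q13 and 0.0786 on average, for p53 targets 0.295 in NLS-Q28, for the lysosome list 0.185 on average and 0.0731 for NES minus NLS, and for chaperones 0.266 for Q28 minus Q13. For NES minus NLS it was 0.537 for glycolysis genes, and without the NLS-Q28 Dox(-) array numbered 2 it was 0.371 for cholesterol synthesis, 0.364 for interferon response and 0.666 for neuronal differentiation genes. The last 3 lists also differed between the NLS-Q28 arrays numbered 1 and 2.

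Chance was not excluded for the number of lists called. Of 100 splits of the Dox labels within the lines, the real one included, 61 called as many lists for the average (real 5, highest other 12), 17 for NES minus NLS (real 8, highest other 12) and 91 for Q28 minus Q13 (real 3, highest other 10). Among the 16 drawn splits that, like the real one, part all 8 same-numbered pairs, as many lists were called in 4, 2 and 13. For probe sets the real counts were 0, so all 100 splits gave as many; the highest others were 994 for the average, 1293 for NES minus NLS and 609 for Q28 minus Q13, which points to a structure of the samples, and among the 16 splits that part all pairs the highest were 0, 0 and 1.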

How the results depend on the processing

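The values with a block within each line and without the NLS-Q28 line were chosen after seeing the data. The cause of the changes below was not tested, apart from leave-outs, which have fewer arrays and assume that a lone array varies like the other groups; low signal limits dim genes such as Casp4. Called probe sets stayed at 0 in NES-Q28 under every setting (0 to 0 without 1 array). In NES-Q13 the 1 call (Casp4) went to 0 with the brighter probe sets, the floor at the 20th percentile, unmoderated variances, the 4 arrays of the line only and the replicate block within each line, and was 0 to 1 without 1 array: 0 without either Dox(-) array or the Dox(+) array numbered 2. In NLS-Q28 it was 2 with the floor and 0 to 2 without 1 array (2 without the Dox(-) array numbered 1). In NLS-Q13 it was 1 with the floor, 1 with the replicate block, 2 with array weights, 1 with the block within each line and 0 to 2 without 1 array (1 or 2 without either Dox(-) array). The average of the 4 lines gave 2 with quantile normalization, 1 with median centring, 2 with the brighter probe sets, 7 with the floor, 4 with 1 probe set per gene, 5 with the replicate block, 6 with the block within each line, 9 without the NLS-Q28 line and 0 to 39 without 1 array: 39 without the NLS-Q28 Dox(-) array numbered 1, and 1 without the array numbered 1 of NES-Q13 Dox(-), NLS-Q13 Dox(-) or NLS-Q28 Dox(+). NES minus NLS gave 2 with the floor and 0 to 3 without 1 array (3 without the NLS-Q13 Dox(-) array numbered 1), and Q28 minus Q13 gave 3 with unmoderated variances and 0 to 1 without 1 array (1 without the same array).

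Called lists numbered 4, 5, 5, 4, 5, 8 and 3 in the 7 comparisons (4 lines, average, NES minus NLS, Q28 minus Q13) and 0 in each with an estimated correlation; fry gave 0 in NES-Q28, 2 in NES-Q13, 0 in NLS-Q28, 0 in NLS-Q13, 0 for the average, 0 for NES minus NLS and 2 for Q28 minus Q13. The brighter probe sets gave 11 in NES-Q13, 7 in NLS-Q13 and 7 for Q28 minus Q13, the replicate block 8 in NLS-Q28, the block within each line 8 for the average, and the fit without the NLS-Q28 line 3 for the average and 5 for NES minus NLS. Without 1 array they ran from 1 to 6 in NES-Q28, 3 to 6 in NES-Q13, 7 to 9 in NLS-Q28, 1 to 5 in NLS-Q13, 3 to 7 for the average, 4 to 9 for NES minus NLS and 1 to 7 for Q28 minus Q13. For cell cycle genes, NLS-Q28, the call reversed without NLS-Q28 Dox(-) replicate 2 (adjusted p = 0.00219, now higher in Dox(-)), was lost without NLS-Q28 Dox(+) replicate 1 (0.0874) and stayed without NLS-Q28 Dox(-) replicate 1 (1.28e-24), and the call for the average was lost without NLS-Q28 Dox(-) replicate 2 (0.214). The CREB target list was called in NLS-Q13 with the brighter probe sets (adjusted p = 0.00177) and the block within each line (0.0416), and with the brighter probe sets for the average (0.0329) and for Q28 minus Q13 (0.0350); without 1 array its adjusted p ran from 0.757 to 0.992 in NES-Q28, 0.366 to 0.929 in NES-Q13, 0.504 to 0.844 in NLS-Q28, 0.0588 to 0.331 in NLS-Q13, 0.146 to 0.423 for the average, 0.264 to 0.829 for NES minus NLS and 0.244 to 0.747 for Q28 minus Q13. The log2 difference of Cacna1a was not called under any setting and ran from -0.081 to 0.15 in the 4 lines.

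Besides the changes given here and at the results, the block within each line called cholesterol synthesis in NES-Q28 (adjusted p = 0.0123), NLS-Q28 (0.00124) and NLS-Q13 (0.00782), interferon response in NLS-Q28 (0.0396), and catecholamine genes (0.0386), fibroblast markers (0.0365) and neuronal differentiation genes (0.0188) for the average; with an estimated correlation the adjusted p in the same order was 0.992, 0.909, 0.688, 0.909, 0.658, 0.658 and 0.694. The cholesterol list means of the 2 NES-Q28 pairs went opposite ways (-0.053 and 0.28). The block changed no other call.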

Other observations

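The comparisons between lines, the averaging of same-numbered arrays for them, the fit with the block within each line, the comparison of the NLS-Q28 replicates, and the tests of a batch shared by the replicate number and of a response to Dox removal in NLS-Q28 were chosen after the result was seen. Each rCTF was measured under 1 line name, so a difference between lines cannot be assigned to the rCTF it carries.

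Same-numbered Dox(-) and Dox(+) arrays deviate together beyond the range between lines in NES-Q13 and NLS-Q28. Lines were therefore compared on the mean of each such pair, 8 values in all. Against the mean of the other 3 lines, limma called 295 probe sets in NES-Q28, 801 in NES-Q13, 66 in NLS-Q28 and 102 in NLS-Q13, and with the 16 arrays taken as independent 1081 to 2773. In NES-Q13, Dab2, an endocytic adaptor (3.84, standard error 0.42), Tm4sf1, a surface protein (3.42, standard error 0.18), and P2ry12, a purine receptor (2.86, standard error 0.22), were higher, and Cacng2, a calcium channel gamma family member (-2.14, standard error 0.14), and Th, the first enzyme of catecholamine synthesis (-1.57, standard error 0.20), were lower. Of 20 catecholamine and chromaffin granule genes 3 were higher and 2 lower in this line, with Gch1 (0.88), Ddc (0.66) and Cyb561 (0.41) higher, and the list was not called (adjusted p = 0.146). Of 21 interferon response genes 3 were higher and 0 lower in this line, among them Mx2 (1.47) and Ifitm3 (1.28), and of 27 glycolysis and hypoxia genes 2 were higher, among them Hk2 (1.09). The adjusted p of these lists was 0.00145 and 0.000135 from camera, or 0.499 for each as the adjusted p with an estimated correlation. In NES-Q28, Alcam, an adhesion molecule (-2.84, standard error 0.32), Nfkb1 (-1.90, standard error 0.065), Mx2 (-1.41, standard error 0.12) and Ifitm3 (-1.25, standard error 0.092) were lower. Of 20 catecholamine and chromaffin granule genes 2 were lower, Scg5 (-0.50, standard error 0.081) and Cyb561 (-0.50, standard error 0.068), and 0 higher in NES-Q28, with an adjusted p of 0.000510, or an adjusted p of 0.323 with an estimated correlation.

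In the same fit camera called 10 of 23 lists in NES-Q28, 3 in NES-Q13, 5 in NLS-Q28 and 7 in NLS-Q13, and 0 in each with an estimated correlation, where the smallest adjusted p was 0.323, 0.499, 0.215 and 0.383. Besides those named, the medians in NES-Q28 were 0.19 for endoplasmic reticulum chaperones, -0.083 for ribosomal proteins, 0.20 for neuronal differentiation, 0.15 for NRF2 targets, -0.12 for interferon response, -0.11 for lysosome, 0.077 for proteasome, -0.11 for cell cycle and 0.10 for ATF4 genes, and in NES-Q13 0.080 for ribosomal proteins. In NLS-Q28 they were 0.13 for lysosome, 0.13 for voltage-gated calcium channel, -0.088 for proteasome, -0.15 for cell cycle genes and 0.096 for endoplasmic reticulum chaperones. In NLS-Q13 they were 0.33 for cell cycle genes, -0.22 for endoplasmic reticulum chaperones, -0.19 for ATF4 genes, -0.14 for p53 targets, -0.097 for CREB targets, 0.050 for respiratory chain genes and -0.066 for NRF2 targets. The CREB target list was thus 1 of 7 called for this line at the preset correlation, with 0 of 36 genes called. Its adjusted p was 0.00303 from camera, or an adjusted p of 0.383 with an estimated correlation. With arrays taken as independent, the NES lines differed from the NLS lines at 383 probe sets in Dox(+), where the rCTF is not expressed, and at 397 in Dox(-), and across probe sets, which are not independent replicates, these differences had r = 0.679.

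The NLS-Q28 arrays numbered 1 and 2 differed at 2909 probe sets, 1509 higher and 1400 lower in those numbered 1, in a fit over both Dox states together. Arrays numbered 1 had a log2 level of 10.2 for Cacna2d1, a calcium channel subunit, and 10.4 for Htr3a, a serotonin receptor, against 5.81 and 6.38 on those numbered 2, and Icos was 6.64 against 10.8. A batch shared by the replicate number does not account for this, since the same probe sets differed, oriented as in NLS-Q28, by a median of at most 0.070 in the other 3 lines; nor do arrays of another of the 3 lines, since either pair differed from each of them at 1570 probe sets or more; nor a response to Dox removal in 1 culture, since the difference in Dox(-) correlated with that in Dox(+) across probe sets (r = 0.606). In the comparison with other lines, the NLS-Q28 pairs numbered 1 and 2 differed from each other at 1757 probe sets. Against the other lines these pairs differed at 1570 to 4014, so they lie as far apart as separate lines can. Arrays of a line not measured here, separate clones or culture histories under 1 line name may be the source. This was not tested and stays open. Of the gene lists, camera called 8 for this difference. Cell cycle (median 0.37), cholesterol synthesis (0.39), neuronal differentiation (0.18), voltage-gated calcium channel (0.087) and ATF4 genes (0.14) were higher on the arrays numbered 1 (adjusted p = 8.31e-12, 6.87e-09, 1.58e-05, 0.000315 and 0.00109, or an adjusted p of 0.540, 0.540, 0.506, 0.289 and 0.506 with an estimated correlation). Endoplasmic reticulum chaperones (-0.21), interferon response genes (-0.18) and NRF2 targets (-0.16) were lower (adjusted p = 0.000304, 0.0141 and 0.0159, or an adjusted p of 0.540, 0.540 and 0.536 with an estimated correlation).

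Averaged over the 4 lines, the gene with the largest mean log2 difference between Dox(-) and Dox(+) was Npy, at 1.06 (standard error 0.40, adjusted p = 0.403), higher in Dox(-) in 8 of 8 same-numbered pairs. With the block within each line its standard error was 0.13 and its adjusted p 0.0597, so it was not called in either fit; Cp, which encodes the copper carrier ceruloplasmin, had 0.80 and the same adjusted p with the block. Of the genes called with the block, S100a5, Kcnt1, Ass1, Crabp1 and Padi3 were each higher in Dox(-) in 8 of 8 pairs. Swapping the Dox labels within pairs, 1 of 100 swaps, the real one, gave as many calls as the real 6 (highest other 3). The count is thus rare among swaps in this fit. The fit was chosen after seeing the data and is 1 of many tried, whose counts ran from 0 to 39. The swaps do not allow for that choice, so chance is not excluded. Loss of Dox and gain of rCTF come together in these lines, so either may raise these genes.

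The other lists were called in none of the 7 comparisons in the fit without a block. The smallest adjusted p from camera was 0.338 for apoptosis effectors and BH3-only genes (21 measured), 0.201 for catecholamine and chromaffin granule genes (which were called on average with the block within each line, adjusted p = 0.0386, or an adjusted p of 0.658 with an estimated correlation, and whose mean was higher in Dox(-) in 8 of 8 pairs), 0.0684 for the CREB family with coactivators and upstream kinases, 0.0686 for cytosolic heat shock proteins, 0.457 for NRF2 targets, 0.127 for the genes the paper names, 0.303 for Schwann and glial cell markers and 0.201 for voltage-gated calcium channel subunits. With an estimated correlation the smallest adjusted p was 0.567, 0.471, 0.357, 0.601, 0.830, 0.567, 0.601 and 0.567. None of their genes was called over all genes. Adjusted over the list alone, 1 voltage-gated calcium channel gene was higher in Dox(-) of NES-Q28, 1 catecholamine gene higher in NES-Q13 and 1 heat shock gene lower on average. No mitochondrial DNA encoded gene had a named probe set.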
